# Genome-wide transcriptome analyses of developing seeds from low and normal phytic acid soybean lines

**DOI:** 10.1186/s12864-015-2283-9

**Published:** 2015-12-18

**Authors:** Neelam R. Redekar, Ruslan M. Biyashev, Roderick V. Jensen, Richard F. Helm, Elizabeth A. Grabau, M. A. Saghai Maroof

**Keywords:** Phytic acid, *myo*-inositol phosphate synthase, Multidrug-resistance protein ABC transporter, Seed development, Transcriptomics, Differential gene expression, Functional enrichment, Apoptosis, Photosynthesis

## Abstract

**Background:**

Low phytic acid (*lpa*) crops are potentially eco-friendly alternative to conventional normal phytic acid (PA) crops, improving mineral bioavailability in monogastric animals as well as decreasing phosphate pollution. The *lpa* crops developed to date carry mutations that are directly or indirectly associated with PA biosynthesis and accumulation during seed development. These *lpa* crops typically exhibit altered carbohydrate profiles, increased free phosphate, and lower seedling emergence, the latter of which reduces overall crop yield, hence limiting their large-scale cultivation. Improving *lpa* crop yield requires an understanding of the downstream effects of the *lpa* genotype on seed development. Towards that end, we present a comprehensive comparison of gene-expression profiles between *lpa* and normal PA soybean lines (*Glycine max*) at five stages of seed development using RNA-Seq approaches. The *lpa* line used in this study carries single point mutations in a *myo*-inositol phosphate synthase gene along with two multidrug-resistance protein ABC transporter genes.

**Results:**

RNA sequencing data of *lpa* and normal PA soybean lines from five seed-developmental stages (total of 30 libraries) were used for differential expression and functional enrichment analyses. A total of 4235 differentially expressed genes, including 512-transcription factor genes were identified. Eighteen biological processes such as apoptosis, glucan metabolism, cellular transport, photosynthesis and 9 transcription factor families including WRKY, CAMTA3 and SNF2 were enriched during seed development. Genes associated with apoptosis, glucan metabolism, and cellular transport showed enhanced expression in early stages of *lpa* seed development, while those associated with photosynthesis showed decreased expression in late developmental stages. The results suggest that *lpa*-causing mutations play a role in inducing and suppressing plant defense responses during early and late stages of seed development, respectively.

**Conclusions:**

This study provides a global perspective of transcriptomal changes during soybean seed development in an *lpa* mutant. The mutants are characterized by earlier expression of genes associated with cell wall biosynthesis and a decrease in photosynthetic genes in late stages. The biological processes and transcription factors identified in this study are signatures of *lpa*-causing mutations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2283-9) contains supplementary material, which is available to authorized users.

## Background

Soybean (*Glycine max* (L.) Merr.) seed is one of the most important agricultural commodities produced worldwide, generating oils, proteins, and carbohydrates [1]. Final seed composition is influenced by both the genotype and environmental factors [2–5]. Breeding programs endeavor to improve the functional properties, and hence the economic value of soybean by reducing anti-nutritive seed components such as phytic acid. Phytic acid (PA), a major source of phosphorus in seeds, can cause problems such as poor mineral bioavailability and phosphate pollution [6, 7]. Low PA (*lpa*) crops are therefore highly desirable for reducing anti-nutritional and environmental effects of conventional crops [8–10]. The *lpa* soybean line ‘V99-5089’ carries a non-lethal, recessive mutation in the *myo*-inositol phosphate synthase (MIPS) 1 gene, whereas ‘CX-1834’ carries mutations in two multidrug resistant protein (MRP) genes, encoding ATP-binding cassette transporters [11–16]. The MIPS1 gene, expressed during seed development in soybean, is associated with the conversion of glucose-6-phosphate to *myo*-inositol-3-*mono*phosphate, which is the first step in PA biosynthesis pathway [17, 18]. Loss of function mutation in this gene disrupts this pathway. The MRP genes are also highly expressed in developing embryos, however, the mechanism by which they regulate PA levels in soybean is poorly understood [13].

The PA biosynthesis pathway plays a vital role in maintaining homeostasis. Several pathway intermediates, such as *myo*-inositol-1,4,5-trisphosphate, act as secondary messengers in signal transduction and are known to regulate growth and developmental processes, including phosphorus and mineral storage, DNA repair, chromatin remodeling, RNA editing and export, ATP generation, regulation of gene expression, regulation of guard cells, auxin metabolism and cell-wall polysaccharide biosynthesis [17, 19–24]. Numerous studies have reported the effects of *lpa* on plant growth and development. An RNAi-mediated *mips1* knockdown in soybean was reported to inhibit seed development along with reduced PA content [25]. Similarly, seed embryo defects were reported for Arabidopsis and common bean (*Phaseolus vulgaris L.*) *mips* mutants [26, 27]. The *mips* mutation regulates raffinose family oligosaccharide pathway, and mutants exhibit impaired pathogen resistance, programmed cell death in leaves, and polar auxin transport causing deformed cotyledon development [26, 28–33]. The *mrp* mutants are known to exhibit *lpa* phenotypes in soybean, rice, maize, and Arabidopsis [12, 13, 34, 35]. MRP knockout studies in Arabidopsis exhibit phenotypes such as insensitivity to abscisic acid-mediated germination and unresponsive stomata opening, resulting in reduced transpiration rate and increased drought tolerance; which were rescued by MRP overexpression [36]. Finally, *lpa* crops are known to show poor seedling emergence, resulting in reduced crop yield, which decreases the agronomic value of *lpa* crops [37–39].

Despite these diverse physiological responses of different *lpa* mutations, very little is known about the effect of combining *lpa* mutations together on seed development and the underlying regulation of gene expression in soybean. Bowen et al. [40] investigated microarray-based gene expression changes in developing embryos of barley *lpa* mutant. This study identified several differentially expressed genes associated with different cellular processes, such as carbohydrate metabolism, hormonal signaling and transport [40]. Recent developments in sequencing technologies have enhanced the scope of genome-wide gene expression studies to a level far beyond microarray. An advanced generation recombinant inbred line (RIL) *3mlpa* with three *lpa*-causing mutations, derived from a bi-parental cross of V99-5089 and CX-1834, provides a higher reduction in PA content of soybean seed relative to those with single mutations [41]. The *3mlpa* triple mutant line and another advanced generation RIL 3MWT without any *lpa*-causing mutations, derived from the same cross (Table 1) are unique genetic materials for gene expression studies. In this report, we used mRNA-sequencing (RNA-Seq) to study the effect of *lpa*-causing mutations from MIPS1 and MRP genes on global changes in gene expression profiles of developing soybean seeds. A total of 30 transcriptome datasets derived from five developing seed stages with three biological replicates each of *3mlpa* and 3MWT soybean line were sequenced and analyzed. To the best of our knowledge, this is the first extensive report describing the gene regulatory effect of MIPS1 and MRP mutations together. The significantly enriched biological processes and transcription factors identified in this study further our understanding of seed development *lpa* mutants.

**Table 1:** Characteristics of experimental lines and their parents

Soy Lines	Genotype	Phytate	Emergence	Stachyose	Sucrose
V99-5089	*mips1/*MRP-L/MRP-N	Low	Low	Low	High
CX-1834	MIPS1*/mrp-l/mrp-n*	Low	Low	Normal	Normal
*3mlpa*	*mips1/mrp-l/mrp-n*	Low	Low	Normal	Normal
3MWT	MIPS1/MRP-L/MRP-N	Normal	Normal	Normal	Normal

All experimental lines represented here are homozygous. Italicized text indicates mutations or mutant line. The soybean lines *3mlpa* and 3MWT are two recombinant inbred lines derived from an advanced generation of a cross of V99-5089 with CX-1834

## Results and discussion

### Differential expression analyses

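The *3mlpa* line carries homozygous *mips1*, *mrp-l* and *mrp-n* mutations, and 3MWT is a sibling line from the same cross with the non-mutant alleles. Seed length defined the stages, from 2 to 4 mm at stage 1, 4 to 6 mm at stage 2, 6 to 8 mm at stage 3, 8 to 10 mm at stage 4 and 10 to 12 mm at stage 5. Each of the 30 libraries came from a separate pool of seeds, with 3 libraries per line and stage, and the 6 libraries of a stage were sequenced together in a single lane. The authors mapped the single-end reads with TopHat, counted them per gene with HTSeq-count and deposited the raw counts without normalization. The authors also deposited the counts divided by DESeq size factors, the tables of DEGs at 1 % FDR and the output of the GO analysis. For the values given beside the paper's statements, the raw counts of the 6 libraries of a stage were compared between the lines with edgeR's quasi-likelihood test after TMM normalization. Genes with at least 10 counts summed over the 6 libraries were tested, p-values were adjusted with the Benjamini-Hochberg method, and a gene was called a DEG at an adjusted p at or below 0.01, the threshold of the paper. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes over the 6 libraries of the stage. A log2 fold change is given for *3mlpa* over 3MWT with the standard error that its F statistic implies. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1, so single genes rest on the test fitted across all genes of the stage. The tests of the lines at each stage were repeated with each library left out in turn, and the principal components and the comparison of early and late stages with each replicate number left out. Confidence intervals and limits for genes with few or 0 counts cover counting error only. A gene called at one stage and not at another was not tested for a difference between these stages, unless a test of stages 1 and 2 against stages 4 and 5 is given.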

Whole soybean seeds comprised of cotyledons, endosperm, and seed coat, were sampled in triplicate from *3mlpa* and 3MWT lines at five stages of seed development (Fig. 1). These stages were chosen to correspond to seed filling stages post embryo development and before desiccation [2]. More than 961 million sequencing reads were obtained from 30 mRNA libraries, and 86.69 % (more than 833 million) of the reads were mapped to the annotated soybean reference, Williams 82 genome assembly 1.0 sequence (Fig. 2, Additional file 1). 

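Between 14150244 and 29476755 reads per library were counted on genes in the deposited raw counts. The median was 21821059 counts over the 15 *3mlpa* libraries and 20650488 counts over the 15 3MWT libraries. The library with the fewest counts was 3MWT replicate 2 of stage 1, and the library with the most was 3MWT replicate 3 of stage 2. At this depth, a gene with 0 counts in the 3 libraries of a line could still have had up to 3 counts, the limit used for genes expressed in only one line.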

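Of the 54175 genes in the deposited files, 3940 had no count in any of the 30 libraries. The number of genes with at least 1 count ranged from 40923 to 44903 per library in *3mlpa* and from 40459 to 44176 per library in 3MWT. The 10 genes with the highest counts took 2.16 % to 27.9 % of the counts of a library. Their share was 3.48 % ± 0.195 (SD, n = 3) in *3mlpa* and 4.04 % ± 1.68 (SD, n = 3) in 3MWT at stage 1, and rose to 26.4 % ± 1.30 (SD, n = 3) and 24.4 % ± 0.942 (SD, n = 3) at stage 5. At stage 4, *3mlpa* replicate 3 had a share of 21.3 %, while the other replicates of that group had 10.9 % and 12.2 %.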

Read counts (number of reads mapping to a given gene) were estimated from the sequence mapping data for all the annotated gene models (total of 54,175) of Williams 82 genome (annotation v1.1). Normalized read count data were used for differential expression analyses. Principal component analysis (PCA) and sample-to-sample distance clustering variance stabilized *log*_*2*_ transformed normalized read count data for all genes from 30 sample libraries, are shown in Fig. 3. Sample libraries generated from different seed developmental stages were distinctly represented along PC1, in a unidirectional pattern starting from stage 1 to 5 in PCA; whereas those generated from the *3mlpa* line were clearly differentiated from their respective 3MWT libraries along PC2 (Fig. 3a). This means that first and second major contributors to variation in the data are seed developmental stages and genotypes, respectively. 

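The principal components were recomputed from the raw counts of the 30 libraries with the blind variance-stabilizing transformation of DESeq2 over all genes with a count. PC1 held 52.4 % of the variance and PC2 held 14.2 %. The mean PC1 score of the 3MWT libraries rose from -122.6 ± 12.9 (SD, n = 3) at stage 1 to -46.0 ± 15.9, 23.7 ± 14.6, 75.7 ± 5.67 and 103.9 ± 8.27 at stages 2 to 5. In *3mlpa* the mean PC1 scores were -134.5 ± 11.3 (SD, n = 3), -71.5 ± 5.29, 8.04 ± 12.1, 61.1 ± 24.0 and 102.2 ± 7.84. The ranges of successive stages did not overlap at any of the 4 steps over both lines. On PC2 every *3mlpa* library lay above every 3MWT library of its stage at all 5 stages. The mean PC2 score differed by 81.4 between the 15 *3mlpa* and the 15 3MWT libraries (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The alternative that moved the share of PC1 most used the 500 genes of highest variance, with 73.9 % on PC1, and 3 of the 4 steps between stages then stayed free of overlap.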

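Euclidean distances between libraries were computed on the variance-stabilized values. The distance between libraries of the same line and stage was 87.0 ± 22.2 (SD, 30 pairs), against 127.0 ± 12.8 (SD, 45 pairs) between the lines at the same stage and 114.6 ± 20.8 (SD, 72 pairs) between neighboring stages of the same line. The nearest library was of the same line and stage for 26 of the 30 libraries. In a complete-linkage tree of these distances, the 3 libraries formed 1 branch of their own in 5 of the 10 groups. Replicates of stage 2 lay closest, at 72.1 ± 5.48 (SD, 6 pairs), and those of stage 5 farthest, at 94.7 ± 24.3 (SD, 6 pairs), and the SD at stage 5 was larger than the difference between these means.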

At the same time, the biological replicates of each stage clustered together, suggesting minimal variance between replicates. Similarities and dissimilarities between individual sample libraries were visualized using heatmap of sample-to-sample distance clustering as shown in Fig. 3b. The sample libraries from early (stages 1–2) and late (stages 4–5) seed development stages were dissimilar to each other, while those from stage 3 are partially similar to both groups.

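Libraries of stages 1–2 lay 213.8 ± 38.0 (SD, 144 pairs) from those of stages 4–5. Stage 3 libraries lay 160.9 ± 38.5 (SD, 72 pairs) from the libraries of stages 1–2 and 138.6 ± 27.6 (SD, 72 pairs) from those of stages 4–5. Within stages 1–2 the mean distance was 128.1 ± 30.8 (SD, 66 pairs), and within stages 4–5 it was 118.4 ± 24.9 (SD, 66 pairs). These pairs share libraries and are not independent, so no test was made on them. When the tree of distances was divided into 2 branches, the libraries of stages 1–2 formed one branch and those of stages 3–5 the other.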

**Fig. 1:**
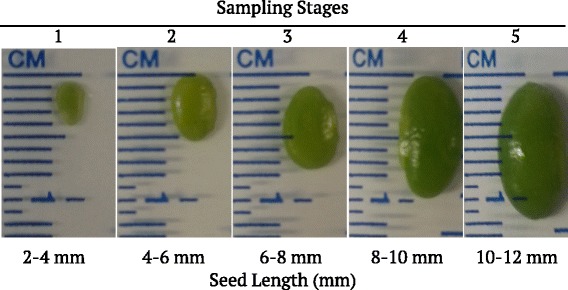
Seed developmental stages for sampling. Three biological replicates sampled per stage for both *3mlpa* and 3MWT

**Fig. 2:**
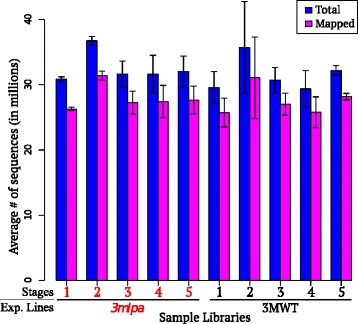
Alignment Statistics. Average number of sequences generated and mapped to reference genome for each library. Total of 30 libraries were sequenced for this experiment. Error bars indicate standard error for biological replicates

**Fig. 3:**
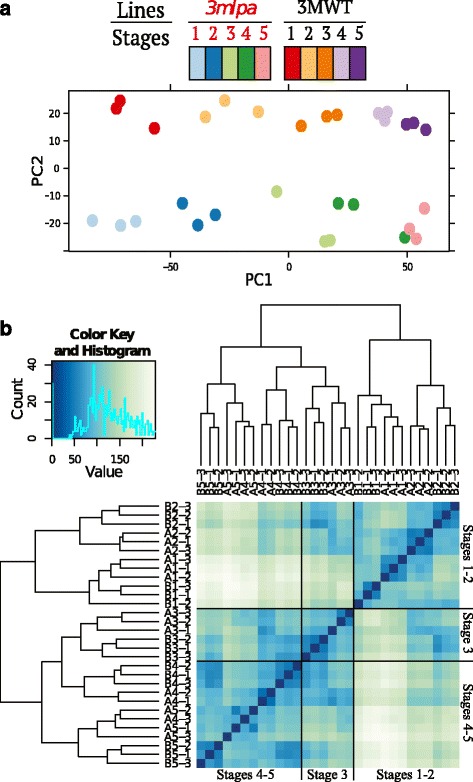
Biological sample variability. **a** Principle component analysis plot explains the variance in gene expression data from biological sample libraries along PC1 or X-axis and PC2 or Y-axis. **b** Sample clustering heatmap representing sample-to-sample distance. Blue color suggests similarity between sample libraries. Samples A and B correspond to *3mlpa* mutant, and 3MWT, respectively, e.g. A3-2, means *3mlpa*-stage3-replicate2 (See Additional file 3 for more information)

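The quasi-likelihood test was applied to 42457, 42269, 40971, 39956 and 39253 genes at stages 1 to 5, respectively. It called 381 DEGs at stage 1, 6019 at stage 2, 503 at stage 3, 398 at stage 4 and 749 at stage 5, a sum of 8050 calls for 6586 genes. At an unadjusted p under 0.05 there were 12702, 17561, 12226, 9578 and 11937 genes. The median standard error of the log2 fold change was 0.22, 0.14, 0.20, 0.19 and 0.20 at stages 1 to 5, and the smallest absolute log2 fold change among the DEGs was 0.74, 0.29, 0.68, 0.63 and 0.56. Of the genes in the authors' deposited tables of DEGs, 325, 1672, 420, 292 and 578 were also called, and all of the deposited genes changed in the same direction in the raw counts. Single libraries decided many of these calls. Without 3MWT replicate 2, the number at stage 1 was 4427, and without *3mlpa* replicate 2 it was 2. Without *3mlpa* replicate 1 of stage 3 it was 5391, without *3mlpa* replicate 3 of stage 4 it was 3449, and without *3mlpa* replicate 3 of stage 5 it was 3722. Stage 2 gave 2249 DEGs without 3MWT replicate 2. The lowest numbers at stages 3, 4 and 5 were 80 without 3MWT replicate 3, 82 without 3MWT replicate 1 and 42 without 3MWT replicate 2. Among the other settings, a single fit over all 30 libraries gave the most DEGs at stage 1, with 4518.

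**Figure D1:**
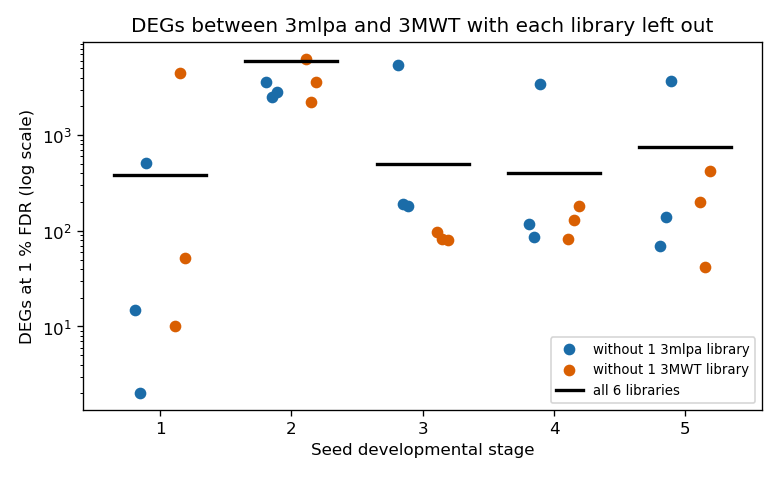
Number of DEGs at 1 % FDR on a log scale against seed developmental stage. Black lines give the number from all 6 libraries of the stage, and each point gives the number with 1 *3mlpa* (blue) or 3MWT (orange) library left out; at stage 1 the points range from 2 to 4427.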

We identified a total of 6988 (4235 unique) genes with significant differential expression between the *3mlpa* and 3MWT lines at five seed developmental stages (Table 2). Some of these DEGs may be due to non-isogenic background of the experimental lines. Of these differentially expressed genes (DEGs), 3321 (47.5 %) and 3493 (48.5 %) genes were identified as up- and down-regulated in the *3mlpa* line. 

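Of the 8050 calls, 4114 (51.1 %) were up-regulated and 3936 were down-regulated in *3mlpa*. Both totals include genes with 0 counts in the other line. By Table 2, the paper's 3321 up-regulated DEGs leave out its 174 genes expressed only in *3mlpa*. Its 3493 down-regulated DEGs include those expressed only in 3MWT, so the totals are not counted alike. Up-regulated DEGs numbered 243, 3246, 261, 142 and 222 at stages 1 to 5, and down-regulated DEGs numbered 138, 2773, 242, 256 and 527. The share of up-regulated DEGs was thus 63.8 % at stage 1, 53.9 % at stage 2 and 29.6 % at stage 5. Without 3MWT replicate 2 of stage 2, the sums were 2239 up-regulated and 2041 down-regulated. Without *3mlpa* replicate 1 of stage 3, there were 7075 up-regulated calls, and without 3MWT replicate 2 of stage 1 there were 6112 down-regulated calls. Leaving out that 3MWT library also turned the balance at stage 1, to 2113 up-regulated and 2314 down-regulated DEGs. At stage 1 the smallest p among up-regulated genes was that of Glyma20g35620, with 2195 ± 301 normalized counts (SD, n = 3) in *3mlpa* and 18.2 ± 4.30 in 3MWT. Its log2 fold change was 6.91 (SE 0.21, adjusted p = 5.45e-05), and every fit that left out 1 library kept its call. Among down-regulated genes of stage 4 the smallest p was that of Glyma10g05480, with 525 ± 23.1 normalized counts (SD, n = 3) in *3mlpa* and 6001 ± 281 in 3MWT. Its log2 fold change was -3.52 (SE 0.105, adjusted p = 1.27e-05), and the largest adjusted p with 1 library left out was 0.000528.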

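Genes called as DEGs with 0 counts in all 3 libraries of a line were counted as expressed in only the other line. There were 98 such calls for *3mlpa* over the 5 stages, with 8, 45, 16, 14 and 15 at stages 1 to 5. For 3MWT there were 68, with 12, 23, 12, 12 and 9 at stages 1 to 5. A total of 0 counts in 3 libraries allows up to 3 counts, so these genes were not detectable in the other line at this depth. With 1 library left out, the sums stayed between 81 and 131 for *3mlpa* and between 56 and 88 for 3MWT. The numbers at single stages moved further: stage 1 gave 28 genes for *3mlpa* and 30 for 3MWT without 3MWT replicate 2, and stage 4 gave 43 and 32 without *3mlpa* replicate 3. Leaving out *3mlpa* replicate 1 of stage 3 gave 49 for *3mlpa*, and leaving out *3mlpa* replicate 3 of stage 5 gave 43. The lowest numbers for *3mlpa* at these stages included 0 at stage 1 without *3mlpa* replicate 1, 1 at stage 3 without 3MWT replicate 1 and 2 at stage 5 without *3mlpa* replicate 1. For 3MWT the lowest number at stage 1 was 0, without *3mlpa* replicate 2.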

About 174 (2.5 %) and 102 (1.5 %) genes were expressed only in either *3mlpa* line or 3MWT, respectively (Table 2). 

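Of the 6586 genes called in any stage, 5651 were called in 1 stage, 615 in 2 stages, 160 in 3 stages, 111 in 4 stages and 49 in all 5 stages. Most of the genes called in 1 stage were DEGs of stage 2, with 5133 genes. Of the 49 genes called in all stages, 23 were up-regulated at every stage and 26 were down-regulated at every stage, and 48 were in all of the authors' 5 deposited tables. This number was 1 without *3mlpa* replicate 2 of stage 1 and 91 without 3MWT replicate 2 of stage 1, and the number called in any stage was 3089 without 3MWT replicate 2 of stage 2. The 3 genes with the largest mean absolute log2 fold change were Glyma02g36640, Glyma09g12510 and Glyma04g27662. Glyma02g36640 had 0 counts in *3mlpa* at stage 1 against 1718 counts in 3MWT, which made it at least 699.5-fold lower (adjusted p = 0.000972, and 0.0145 without 3MWT replicate 1). It had 1 count in *3mlpa* against 1076 in 3MWT at stage 4, a ratio of 0.000743 with a 95 % counting interval from 1.87e-05 to 0.00412, and 7 counts against 990 at stage 5. Glyma09g12510 had 0 counts in *3mlpa* at every stage and was at least 165-fold lower at stage 5, where 3MWT had 471 counts (adjusted p = 0.0012, and 0.0158 without 3MWT replicate 2). Glyma04g27662 had 1 count in 3MWT at stage 1 and 0 counts at stages 2 to 5, where it was at least 142-fold, 148-fold, 177-fold and 269-fold higher in *3mlpa*. At stage 4 the adjusted p of Glyma04g27662 was 0.00261, and 0.0177 without 3MWT replicate 1.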

Several genes were differentially expressed in more than one stage, and 192 genes were differentially expressed between *3mlpa* versus 3MWT in all five stages of seed development (Fig. 4).

**Table 2:** Differential gene expression between *3mlpa* and 3MWT

Stages	1	2	3	4	5
Differentially expressed genes (DEGs)	1526	1791	1348	684	1639
DEGs up-regulated in *3mlpa*	831	1114	788	269	493
DEGs down-regulated in *3mlpa*	695	677	560	415	1146
DEGs only expressed in *3mlpa*	29	41	39	32	33
DEGs only expressed in 3MWT	26	20	17	21	18

Out of total 6988 DEGs identified in five seed developmental stages, 4235 were unique, meaning only counted once. Remaining genes were repeatedly identified in more than one stage

**Fig. 4:**
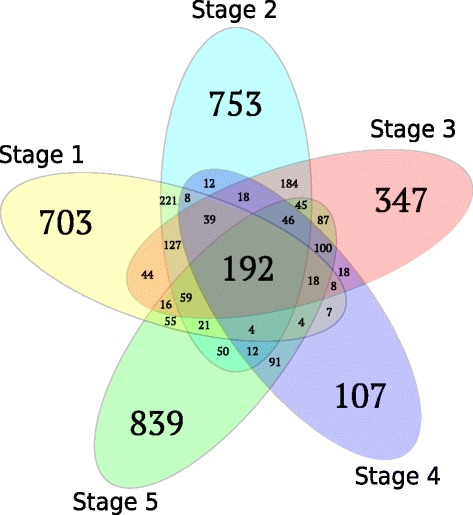
Overlap of differentially expressed genes between developmental stages. Each oval in this Venn diagram corresponds to a seed developmental stage. Numbers within each oval represents significant differentially expressed genes between *3mlpa* and 3MWT overlapping between- or unique to-seed developmental stages

### Functional enrichment analyses

Functional enrichment of gene ontology (GO) and transcription factor (TF) families employing DEGs for each stage was performed using a statistical hyper-geometric test employing the Benjamini-Hochberg method for multiple testing to obtain *adjusted*-P-values. The enriched results were then filtered using *adjusted-*P-value < =0.01 (or 1 % FDR) to obtain highly significant enriched terms. Table 3 shows highly significant enriched GO terms identified at five seed developmental stages. 

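For each of the 26 terms of Table 3, the hypergeometric p was recomputed from the numbers of genes in the authors' deposited GO output. The background in that output was the annotated genes of the genome, which were not restricted to genes tested for differential expression, so the p-values are those of the authors' background. They ranged from 1.08e-35 for photosynthesis at stage 5 to 0.000719 for glycolysis at stage 3. Each recomputed hypergeometric p was smaller than the P-value of Table 3, which is 4.4e-30 and 0.0012 for these terms. The cause of this difference was not tested. At stage 5, photosynthesis held 55 of 1020 annotated DEGs against 187 background genes, an 8.55-fold enrichment. Apoptosis held 31 of 953 annotated DEGs at stage 1, 39 of 1084 at stage 2 and 42 of 796 at stage 3, against 483 background genes, with 2.00-fold, 2.21-fold and 3.24-fold enrichment. The cellular glucan metabolic process held 17 and 18 DEGs at stages 1 and 2 against 167 background genes, with 3.17-fold and 2.95-fold enrichment. Enrichment was not tested on the DEGs called here, since no table with the terms of all genes is among the deposited files.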

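The authors' deposited GO output lists 218, 225, 184, 138 and 246 biological process terms for stages 1 to 5. Biological process terms at or below 1 % FDR numbered 31, 12, 22, 4 and 76 in it, and 0 of them were at or below 1 % FDR in all 5 stages. Terms of other kinds were not counted. These numbers are counts of the authors' terms.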

Although some terms were found in more than one stage or were stage-specific, none were common in all five stages. In order to simplify the interpretations, we grouped the stages into early (stages 1–2) and late phase (stages 4–5) of seed development. Enriched GO terms from stage 3, showed partial overlap with both early and late phases. 

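The direction of each gene of the 26 terms of Table 3 was taken from the normalized raw counts of the stage. Of the 9 terms of stages 1–2, 7 held more up-regulated than down-regulated genes, with 261 up-regulated and 153 down-regulated members in all. The 2 exceptions were both at stage 1: nucleosome assembly, with 0 up-regulated and 15 down-regulated genes, and translation, with 2 up-regulated and 69 down-regulated genes. Of the 4 terms of stage 3, apoptosis and innate immune response were mostly up-regulated, and glycolysis and photosynthesis mostly down-regulated. All 13 terms of stages 4–5 held more down-regulated genes, with 16 up-regulated and 253 down-regulated members. A gene can belong to several terms and stages and is counted in each.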

Most of the DEGs associated with significantly enriched biological processes in early phase of seed development were up-regulated, whereas those in late phase were down-regulated in *3mlpa* line.

**Table 3:** Enriched gene ontology terms associated with biological processes

Stage	GO term	Biological processes	DEG	*P*-value	FDR
1	GO:0006915	Apoptosis	31	4.0E-04	3.4E-03
	GO:0006073	Cellular Glucan Metabolic Process	17	6.8E-05	7.4E-04
	GO:0006334	Nucleosome Assembly	15	6.9E-06	1.2E-04
	GO:0006412	Translation	71	2.9E-10	6.4E-08
2	GO:0006915	Apoptosis	39	1.1E-05	7.9E-04
	GO:0006073	Cellular Glucan Metabolic Process	18	1.0E-04	3.4E-03
	GO:0006857	Oligopeptide Transport	15	1.6E-04	3.5E-03
	GO:0055114	Oxidation Reduction	140	3.6E-06	7.9E-04
	GO:0055085	Transmembrane Transport	68	3.4E-04	6.3E-03
3	GO:0006915	Apoptosis	42	1.9E-10	1.7E-08
	GO:0006096	Glycolysis	10	1.2E-03	9.8E-03
	GO:0045087	Innate Immune Response	20	2.2E-06	5.1E-05
	GO:0015979	Photosynthesis	20	6.0E-07	2.2E-05
4	GO:0006091	Generation of precursor metabolites and energy (Glycolysis and Photosynthesis)	14	7.0E-06	4.9E-04
	GO:0015979	Photosynthesis	16	4.1E-09	5.6E-07
5	GO:0008652	Cellular Amino acid Biosynthetic Process	18	1.0E-03	4.0E-03
	GO:0006096	Glycolysis	12	7.3E-04	3.8E-03
	GO:0006184	GTP Catabolic Process	7	6.6E-04	3.6E-03
	GO:0008610	Lipid Biosynthetic Process	30	9.2E-04	3.8E-03
	GO:0006108	Malate Metabolic Process	6	8.3E-05	5.7E-04
	GO:0006334	Nucleosome Assembly	20	9.2E-09	2.1E-07
	GO:0015979	Photosynthesis	55	4.4E-30	1.1E-27
	GO:0009765	Photosynthesis, Light Harvesting	14	1.3E-09	6.6E-08
	GO:0006814	Sodium ion Transport	5	8.2E-04	3.8E-03
	GO:0006414	Translational Elongation	9	4.6E-04	2.7E-03
	GO:0006412	Translation	63	1.7E-06	1.9E-05

The GO terms identified in this study are more specialized (or, child) terms in the GO hierarchy

Hierarchical clustering of mean normalized gene expression levels of DEGs associated with the enriched biological processes of cellular glucan metabolism, apoptosis, cellular transport, photosynthesis and glycolysis is shown in Fig. 5. 

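Up- and down-regulation within a term was compared with that of the other DEGs in the authors' table of the same stage by two-sided Fisher's exact tests, adjusted over the 26 terms. In the cellular glucan metabolic process, 94.1 % of 17 genes at stage 1 (Fisher's exact test, p = 0.000783, adjusted p = 0.00254) and 94.4 % of 18 genes at stage 2 (p = 0.00285, adjusted p = 0.0073) were up-regulated. For apoptosis the shares were 80.6 % of 31 genes at stage 1 (Fisher's exact test, p = 0.00309, adjusted p = 0.0073), 74.4 % of 39 at stage 2 (p = 0.134, adjusted p = 0.166) and 83.3 % of 42 at stage 3 (p = 0.00069, adjusted p = 0.00254), so at stage 2 the share did not differ from the 61.9 % of the other DEGs. Oligopeptide transport had 93.3 % of 15 genes up-regulated (Fisher's exact test, p = 0.0135, adjusted p = 0.0234), and transmembrane transport 85.3 % of 68 genes (p = 3.23e-05, adjusted p = 0.00014). Photosynthesis had 1.82 % of 55 genes up-regulated at stage 5 (Fisher's exact test, p = 8.68e-08, adjusted p = 1.13e-06). Glycolysis had 0 of 12 genes up-regulated at stage 5 (Fisher's exact test, p = 0.0228, adjusted p = 0.0349) and 4 of 10 at stage 3 (p = 0.335, adjusted p = 0.363). The authors chose these terms from the same libraries, so the tests are not independent evidence.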

The biological processes of cellular glucan metabolism, apoptosis and cellular transport were up-regulated in early stages (Fig. 5a-d), while those associated with photosynthesis and glycolysis were down-regulated in late stages (Fig. 5e-f) of *3mlpa* line. The relative gene expression data from RNA-Seq analysis for two randomly selected DEGs (CESA: Glyma12g36570, and SugT1: Glyma08g06420) were evaluated using qPCR (Fig. 6). The genes CESA and SugT1 are associated with cellular glucan metabolism and cellular transport respectively. 

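CESA (Glyma12g36570) had 5976 ± 635 normalized counts (SD, n = 3) in *3mlpa* and 3632 ± 553 in 3MWT at stage 1, a fold change of 1.65. Its log2 fold change there was 0.72 (SE 0.16, adjusted p = 0.0332), which did not pass 1 % FDR, and the adjusted p stayed between 0.0105 and 0.116 with 1 library left out. The DESeq2 Wald test, the edgeR exact test, the original DESeq test with 10 groups and the fit over all 30 libraries did call it at stage 1. At stage 2 it had 6526 ± 466 normalized counts in *3mlpa* and 4382 ± 269 in 3MWT (log2 fold change 0.57, SE 0.084, adjusted p = 0.00198), and without 3MWT replicate 2 the adjusted p was 0.0129. Its fold changes were 1.38, 1.121 and 1.39 at stages 3 to 5, and it was not called there with all 6 libraries; without *3mlpa* replicate 1 the adjusted p at stage 3 was 0.00506, and without *3mlpa* replicate 3 the log2 fold change at stage 4 was -0.02. SugT1 (Glyma08g06420) had 5853 ± 1126 normalized counts (SD, n = 3) in *3mlpa* and 2710 ± 301 in 3MWT at stage 1, and was not called (log2 fold change 1.11, SE 0.18, adjusted p = 0.0146), while without 3MWT replicate 2 its adjusted p was 0.00404. At stage 2 it had 3411 ± 916 against 839 ± 241 normalized counts, a fold change of 4.06 (log2 fold change 2.03, SE 0.23, adjusted p = 0.000767), and it was called in all 6 fits that left out 1 library. Its fold changes of 3.65, 1.67 and 2.68 at stages 3 to 5 did not pass 1 % FDR, with adjusted p-values of 0.0528, 0.0627 and 0.081. Without *3mlpa* replicate 1 the adjusted p at stage 3 was 0.00163, and without *3mlpa* replicate 3 it was 5.7e-06 at stage 5. A test of stages 1 and 2 against stages 4 and 5 over all 30 libraries did not show a difference in the effect of the line for CESA (adjusted p = 0.226) or SugT1 (adjusted p = 0.549).

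**Figure D2:**
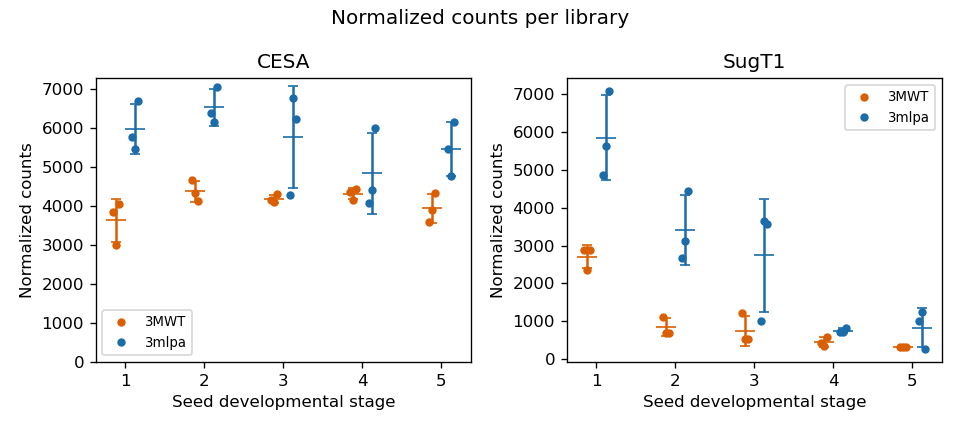
Normalized counts of CESA and SugT1 against seed developmental stage. Points are libraries of 3MWT (orange) and *3mlpa* (blue), horizontal marks are means and bars are SD (n = 3); at stage 2 all *3mlpa* libraries lie above all 3MWT libraries for both genes.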

The RNA-Seq analysis showed up-regulation of CESA and SugT1 genes in *3mlpa* in early stages of seed development. Both real time quantification and RNA-Seq analysis showed similar expression pattern for the CESA and SugT1 genes. There was no significant difference in the gene expression data obtained from qPCR and RNA-Seq analyses at the 0.01 significance level. 

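MRP-L (Glyma19g35230) and MRP-N (Glyma03g32500) were not called at any stage, while MIPS1 has no identifier in the assembly used and could not be looked up in the files. The fold change of MRP-L was 1.22, 1.35, 1.15, 1.09 and 1.14 at stages 1 to 5. Its smallest adjusted p was 0.018 at stage 2, where *3mlpa* had 1302 ± 108 normalized counts (SD, n = 3) and 3MWT had 962 ± 131, and without 3MWT replicate 1 it was 0.00654. The DESeq2 Wald test, the edgeR exact test and the original DESeq test on the 6 libraries called MRP-L at stage 2. MRP-N had fold changes of 1.05, 1.07, 0.765, 0.737 and 0.908, with adjusted p-values from 0.273 to 0.849. At stage 4 it had 1372 ± 497 normalized counts (SD, n = 3) in *3mlpa* and 1861 ± 86.0 in 3MWT. Without *3mlpa* replicate 3, it was called as down-regulated at stage 4 (log2 fold change -0.77, adjusted p = 0.000453) and at stage 5 (log2 fold change -0.52, adjusted p = 0.00867).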

We also tested relative expression of MIPS1, MRP-L and MRP-N genes, which were not differentially expressed in any of our seed stages. Both qPCR and RNA-Seq analyses estimated similar fold change expression with no significant difference between them (Additional file 2: Figure S1).

**Fig. 5:**
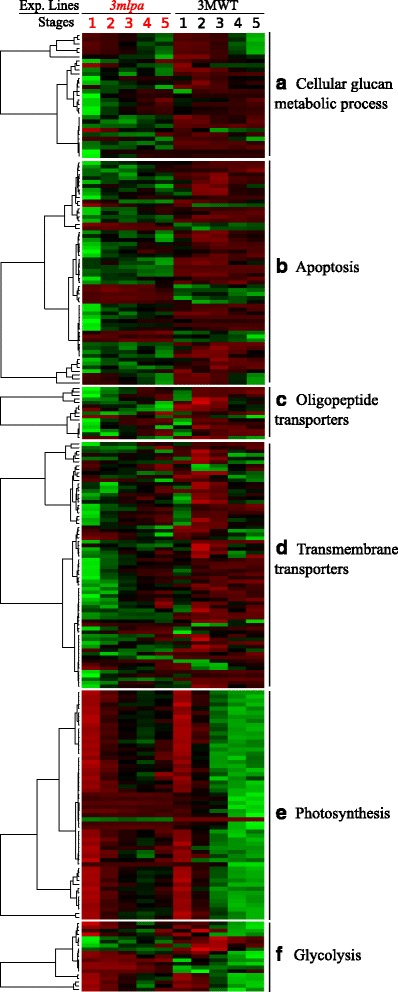
Mean normalized gene expression profiles of DEGs associated with biological processes (**a**) Cellular glucan metabolic process, (**b**) Apoptosis, (**c**) Oligopeptide transporters, (**d**) Transmembrane transporters, (**e**) Photosynthesis, and (**f**) Glycolysis. Hierarchical clustering of mean normalized gene expression values based on euclidean distance between seed developmental stages of *3mlpa* and 3MWT. Rows represent genes, while columns represent samples. Green color indicates higher gene expression values

**Fig. 6:**
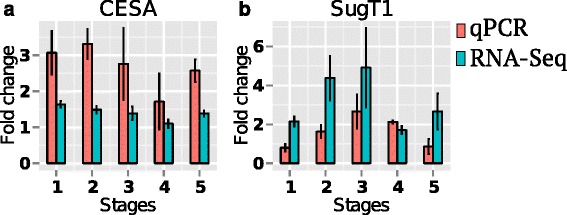
Relative gene expression of DEGs for RNA-Seq data validation. Fold change between *3mlpa* and 3MWT at respective seed developmental stages for genes encoding (**a**) Cellulose synthase (CESA: Glyma12g36570) and (**b**) Sugar transporter (SugT1: Glyma08g06420). Green and orange bars indicate mean fold change values from RNA-Seq and qPCR experiments, respectively. There was no significant difference in the gene expression profiles estimated using qPCR and RNA-Seq analyses at significance level of 0.01 (See Additional file 8 for more information)

Soybean genome assembly 1 is annotated to contain 5683 TF genes from 63 TF families [42]. Total of 512 differentially expressed TF genes were identified in this study. These genes belonged to 32, 31, 33, 20, and 34 different TF families in seed developmental stages 1 to 5 respectively. TF family enrichment analysis resulted in identification of 2, 2, 4, 2, and 2 TF families significantly enriched in seed developmental stages 1 to 5, respectively (Table 4). We observed TF families GRAS (**G**ibberellin-Insensitive, **R**epressor of ga1–3, **S**carecrow), WRKY, ZF-HD (**Z**inc **F**inger-**H**omeodomain), and ZIM (**Z**inc-finger protein expressed in **I**nflorescence **M**eristem) were enriched in early stages (stages 1–2), whereas, families CAMTA (**CAlM**odulin-binding **T**ranscription **A**ctivator), GRF (**G**rowth-**R**egulating **F**actor1), MBF1 (**M**ultiprotein **B**ridging **F**actor 1), SNF2, and TCP (**T**eosinte branched 1, **C**ycloidea, **P**CF) were enriched in later stages (stages 3–5) of seed development. Among these enriched TF families, TCP family was represented in stages 3 and 4, while CAMTA was represented in stages 3–5. All together, these TF families represented 53 unique DEGs. 

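Of the 53 genes listed in Table 4, 40 were higher and 13 were lower in *3mlpa* in the stages of their family. At 1 % FDR over all genes tested, 20 of them were called, 12 up-regulated and 8 down-regulated. With p-values adjusted over the list alone, 24 of 25 genes were called at stage 1, 8 of 8 at stage 2, 18 of 18 at stage 3, 4 of 5 at stage 4 and 3 of 3 at stage 5. The paper chose this list on the same libraries, so the count adjusted over the list alone is not independent evidence. Without 3MWT replicate 2 of stage 1, the number called over all genes tested was 38, and without *3mlpa* replicate 1 of stage 1 it was 15.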

The genes belonging to enriched TF families, such as WRKY, GRAS, ZIM, CAMTA, GRF, and SNF2, were up-regulated, whereas, those belonging to ZF-HD, MBF1B, and TCP were down-regulated in the *3mlpa* mutant.

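In the families up-regulated as a whole, all 14 WRKY genes at stage 1, all 3 ZIM genes at stage 2, all 6 SNF2 genes and the GRF gene at stage 3, and all CAMTA genes at stages 3 to 5 were higher in *3mlpa*. Their median log2 fold change was 1.77 for WRKY, 1.11 for ZIM, 0.80 for SNF2 and 1.08 for GRF. GRAS had 9 higher and 2 lower genes at stage 1, with log2 fold changes from -1.55 to 2.83. All 5 ZF-HD genes were lower at stage 2 and were called, with a median log2 fold change of -0.90. The MBF1 gene Glyma06g42890 was lower at stage 5 (log2 fold change -0.69, SE 0.097, adjusted p = 0.00713), but only the fit without *3mlpa* replicate 3 kept the call when 1 library was left out. TCP had 3 higher and 5 lower genes at stage 3, with a median log2 fold change of -0.75 and a range from -3.62 to 6.01, and 1 higher and 2 lower genes at stage 4. The TCP gene Glyma09g42140 had 105 counts in *3mlpa* at stage 3 and 1 count in 3MWT, a ratio of 82.3 with a 95 % counting interval from 15.2 to 3442 (adjusted p = 0.00218, and 0.0196 without 3MWT replicate 3). DESeq2 size factors in place of TMM gave the same numbers of higher and lower genes at each stage. These numbers could hardly change, because the scalings were so close. At stage 5, for example, the median log2 fold change of all genes was 0.0118 with TMM and 0.0215 with size factors.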

**Table 4:** Transcription factor families significantly enriched in developing seed stages

Stages	TF family	FDR	Gene symbols	DEGs associated with the TF family	Functions
1	WRKY	4.92E-04	WRKY33, WRKY40, WRKY29, WRKY6, WRKY28, WRKY23, WRKY15, WRKY11	Glyma11g29720, Glyma08g23380, Glyma08g02160, Glyma13g44730, Glyma09g00820, Glyma12g10350 Glyma08g08720, Glyma13g38630, Glyma15g11680, Glyma03g37940, Glyma17g18480, Glyma05g20710, Glyma06g08120, Glyma04g08060	Associated with plant defense, senescence, and abiotic stress [73]
	GRAS	3.19E-04	SCL1, SCL3, SCL5, SCL14, PAT1, SGR7	Glyma04g28490, Glyma18g09030, Glyma08g43780, Glyma11g14670, Glyma14g27290, Glyma13g09220, Glyma15g04160, Glyma14g01960, Glyma14g01020, Glyma17g17400, Glyma13g02840	Involved in gibberellin signaling, phytochrome A signal transduction, controls radial patterning [74–77]
2	ZIM	8.60E-03	JAZ6, JAZ12	Glyma17g04850, Glyma16g01220, Glyma07g04630	Repressor of jasmonate responses [78]
	ZF-HD	7.44E-03	HB22, HB24, HB33	Glyma06g09970, Glyma04g09910, Glyma08g06120, Glyma11g07360, Glyma14g35770	Regulator of ABA-response [79]
3	TCP	3.23E-05	TCP3, TCP20	Glyma09g42140, Glyma16g05840, Glyma19g26560, Glyma12g35720, Glyma06g34330, Glyma13g34690, Glyma03g02090, Glyma09g42120	Controls cell expansion and morphogenesis, negatively regulates auxin response, and promotes flavonoid synthesis [80, 81]
	SNF2	1.63E-03	EDA16, RGD3, PIE1, SYD, CHR5	Glyma07g31180, Glyma09g36910, Glyma02g29380, Glyma17g02540, Glyma13g25310, Glyma02g45000	Embryo sac development, repressor of flowering, chromatin remodeling, gravitrophism [82]
	GRF	8.68E-03		Glyma19g28010	Cotyledon growth [83]
	CAMTA	4.18E-04	CAMTA3, SR1	Glyma05g31190, Glyma08g14370, Glyma17g04310	Negative regulator of plant immunity [51, 84]
4	TCP	9.25E-03	TCP3	Glyma13g34690, Glyma09g42120, Glyma09g42140	Negatively regulates auxin response, and promotes flavonoid synthesis [80]
	CAMTA	8.14E-04	CAMTA3, SR1	Glyma05g31190, Glyma08g14370	Negative regulator of plant immunity [51, 84]
5	MBF1	5.27E-03	MBF1B	Glyma06g42890	Negative regulator of ABA-dependent inhibition of germination [85]
	CAMTA	9.57E-03	CAMTA3, SR1	Glyma08g11080, Glyma08g14370	Negative regulator of plant immunity [51, 84]

### Regulation of defense response in early seed development of *3mlpa* mutant

‘Apoptosis’ (GO:0006915) and ‘Innate immune response’ (GO: 0045087) were enriched in early phases of seed development, particularly in stages 1–3 and stage 3 respectively, with different sets of DEGs identified for these stages (Table 3). While several of these genes are shared between these two categories, a total of 61 DEGs were associated with both. 

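Additional file 3 lists 60 defense-related genes, and the members of the apoptosis and innate immune response terms at stages 1 to 3 in the authors' deposited GO output also come to 60 genes. Over all genes tested, 44 of the listed genes were called in at least 1 of the stages in which they are listed. By stage, 13 of 33 listed genes were called at stage 1, 37 of 39 at stage 2 and 15 of 44 at stage 3. Adjusted over the list alone, the numbers were 32, 39 and 44, which is not independent evidence since the list was chosen on these libraries. The number called was between 36 and 51 with 1 library left out. In the fit over all 30 libraries, the effect of the line differed between stages 1 and 2 and stages 4 and 5 for 5 of the 60 genes at an adjusted p at or below 0.01, and was more positive early for 4 of them.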

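In the normalized raw counts, 49 of the 60 genes of Additional file 3 were higher and 11 were lower in *3mlpa* in the stages in which they are listed, so that 81.7 % were up-regulated. Of the 44 genes called, 34 were up-regulated and 10 were down-regulated. The median log2 fold change of the listed genes was 1.474 at stage 1, 1.122 at stage 2 and 1.247 at stage 3. Among the listed genes called at a stage, the largest increase was that of Glyma18g09720 at stage 2, with 124 counts in *3mlpa* and 0 in 3MWT, at least 33.9-fold higher (adjusted p = 0.000745), and all 6 fits with 1 library left out called it. At stage 3, Glyma06g41866 had 120 counts in *3mlpa* and 0 in 3MWT, at least 32.9-fold higher (adjusted p = 0.00281, and 0.0161 without 3MWT replicate 2). The largest decrease was that of Glyma06g40780 at stage 2, with 21.5 ± 15.2 normalized counts (SD, n = 3) in *3mlpa* and 767 ± 203 in 3MWT. The log2 fold change of this gene was -5.15 (SE 0.36, adjusted p = 0.000117), and the call held in all 6 fits with 1 library left out.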

Forty-seven of these genes (77 %) were up-regulated and 14 (23 %) genes were down-regulated in the *3mlpa* mutant line. The FC and *log*_*2*_FC ratio of apoptosis-related differentially expressed genes are reported in Additional file 3. These defense-related DEGs encoded (a) LRR (leucine rich repeat) domain-containing disease resistance proteins, (b) NB-ARC (nucleotide-binding adaptor shared by APAF-1, R proteins, and CED-4) domain-containing disease resistance proteins, (c) Bcl-2-associated athanogene 1, (d) ADR1-L1 (Activated Disease Resistant 1-like 1), (e) cysteine proteinases, (f) protein kinase and (g) NTP hydrolases. Apoptosis is a common phenotype observed in *mips1* mutants of *Arabidopsis thaliana* [26, 30, 43].

The defense-related genes identified in this study lie upstream of the apoptotic processes. For example, the LRR and NB-ARC domain-containing disease resistance genes are involved in initiating the defense response via induction of salicylic acid (SA) and formation of reactive oxygen species (ROS), both of which ultimately leading to cell death. *Arabidopsis thaliana mips1* mutants were shown to accumulate SA and ceramide, both associated with formation of a cell death lesion area, with the phenotype rescued by treating with either *myo*-inositol or galactinol [26, 30, 43]. Apoptosis in *mips1* mutants is also regulated by light intensity and ROS such as peroxisomal hydrogen peroxide and the superoxide anion [26, 30, 43]. *Myo*-inositol mitigates SA-dependent apoptosis and defense responses [43]. Although apoptosis is associated with *mips1* mutation and not with *mrp* mutation, induction of the defense-related genes in *3mlpa* may not be solely due to *mips1* mutation. The ADR1-L1 genes (Glyma14g08700 and Glyma17g36420), which belong to a subgroup of CNL-A clade of coiled-coil NBS-LRR gene family, showed two-fold higher expression in *3mlpa* mutant [44]. 

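Glyma17g36420 had 533 ± 54.8 normalized counts (SD, n = 3) in *3mlpa* and 241 ± 29.9 in 3MWT at stage 1, a fold change of 2.21 (log2 fold change 1.14, SE 0.14, adjusted p = 0.00716). At stage 2 it had 463 ± 29.0 and 232 ± 23.9 normalized counts, a fold change of 2.00 (log2 fold change 1.00, SE 0.10, adjusted p = 0.000467). At stage 3 its fold change was 1.85 and it was not called (adjusted p = 0.0199), although without *3mlpa* replicate 1 the adjusted p was 0.00125. Glyma14g08700 had 220 ± 23.7 normalized counts (SD, n = 3) in *3mlpa* and 84.7 ± 4.87 in 3MWT at stage 1, a fold change of 2.60 (log2 fold change 1.38, SE 0.15, adjusted p = 0.00539). Its fold changes at stages 2 and 3 were 1.45 and 1.37, with adjusted p-values of 0.032 and 0.3. With 1 library left out, the log2 fold change at stage 1 ranged from 1.05 to 1.25 for Glyma17g36420 and from 1.30 to 1.46 for Glyma14g08700. With 5 libraries only the fit without 3MWT replicate 2 kept the stage 1 calls, and the largest adjusted p was 0.0456 for Glyma17g36420 without 3MWT replicate 1 and 0.0389 for Glyma14g08700 without *3mlpa* replicate 2. The call of Glyma17g36420 at stage 2 held in all 6 fits. Between stages 1 and 2 and stages 4 and 5, the log2 fold change differed by 0.77 (SE 0.15, adjusted p = 0.00207) for Glyma17g36420 and by 1.01 (SE 0.21, adjusted p = 0.00264) for Glyma14g08700 in the fit over all 30 libraries.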

The ADR1 genes are positive regulators of SA-mediated cell death and defense response [45]. Enhanced expression of ADR1 gene was previously shown to establish drought tolerance in presence of SA [46]. And interestingly, the *mrp5* mutants of *Arabidopsis* are also known to be drought tolerant [36]. Role of MRP genes in regulating defense responses is still unknown, and further studies are required to confirm the association of the drought tolerant phenotype of the *mrp* mutants and up regulation of ADR1 genes as in *3mlpa*. In addition, several WRKY transcription factor family genes that regulate expression of other defense-related genes were also up-regulated in early stages of seed development in *3mlpa* mutant. 

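The 14 WRKY genes of Table 4 had log2 fold changes from 0.77 to 5.69 at stage 1. Over all genes tested, 3 of them were called: Glyma11g29720, Glyma09g00820 and Glyma15g11680. Glyma09g00820 had 231 ± 33.2 normalized counts (SD, n = 3) in *3mlpa* and 34.1 ± 10.8 in 3MWT (log2 fold change 2.77, SE 0.25, adjusted p = 0.00256). Glyma15g11680 had 191 ± 22.8 and 63.6 ± 14.9 normalized counts (log2 fold change 1.58, SE 0.21, adjusted p = 0.00974). Glyma11g29720 had 85 counts in *3mlpa* and 1 count in 3MWT, a ratio of 60.0 with a 95 % counting interval from 12.2 to 2780 (adjusted p = 0.009). With 1 library left out, the largest adjusted p was 0.0485 for Glyma11g29720 (without 3MWT replicate 1), 0.0235 for Glyma09g00820 and 0.0547 for Glyma15g11680 (both without *3mlpa* replicate 2). The other WRKY genes had adjusted p-values from 0.0131 to 0.0479. All of them except Glyma04g08060 passed 1 % FDR in at least 1 fit that left out 1 library. The smallest adjusted p in these fits was 0.000824 for Glyma03g37940 and 0.0138 for Glyma04g08060.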

In summary, the *lpa*-causing mutations in *3mlpa* mutant may play a role in initiating defense responses during seed development.

### Regulation of photosynthesis in late stages of seed development in *3mlpa* mutant

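Additional file 4 lists 45 photosynthesis-related genes, and all 45 were lower in *3mlpa* than in 3MWT at stages 3, 4 and 5. Their median log2 fold change was -0.64 at stage 3, -0.55 at stage 4 and -0.96 at stage 5. Over all genes tested, 4 of the 45 were called at stage 3, 7 at stage 4 and 28 at stage 5, and 29 at 1 or more of these stages. Adjusted over the list alone, the numbers were 30, 33 and 43, which is not independent evidence since the paper chose the list on these libraries. Between stages 1 and 2 and stages 4 and 5, the effect of the line differed for 6 of the 45 genes in the fit over all 30 libraries, and was more positive early for all 6. Leaving out *3mlpa* replicate 1 of stage 5 lowered the number of called genes from 29 to 9, and leaving out *3mlpa* replicate 3 of stage 5 raised it to 42. The median over the 45 genes of log2 CPM, with a pseudocount of 1, was 3.93 ± 0.17 (SD, n = 3) in *3mlpa* and 3.99 ± 0.52 in 3MWT at stage 1, and it was already lower in *3mlpa* at stage 2, with 5.15 ± 0.081 and 5.52 ± 0.22. It was 5.64 ± 0.079 (SD, n = 3) in *3mlpa* and 6.24 ± 0.072 in 3MWT at stage 3. It was 5.94 ± 0.11 and 6.40 ± 0.20 at stage 4, and 5.56 ± 0.047 and 6.46 ± 0.17 at stage 5.

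**Figure D3:**
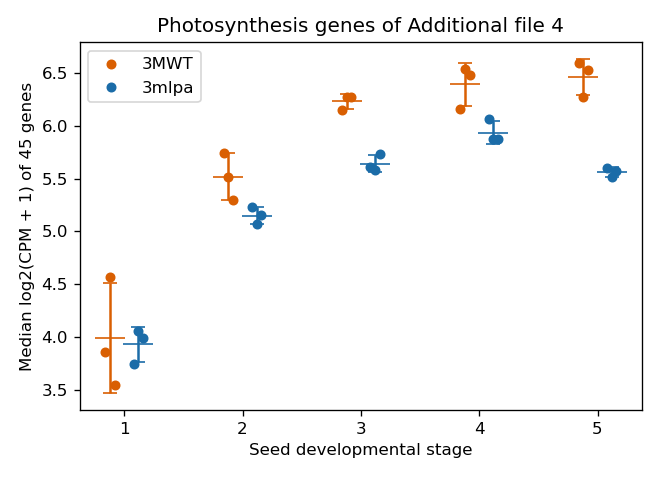
Median log2 CPM, with a pseudocount of 1, over the 45 genes of Additional file 4 against seed developmental stage. Points are libraries of 3MWT (orange) and *3mlpa* (blue), horizontal marks are means and bars are SD (n = 3); at stages 3 to 5 the *3mlpa* means lie between 5.56 and 5.94 and the 3MWT means between 6.24 and 6.46.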

‘Photosynthesis’ (GO:0015979) was enriched in late phase (stages 3–5) of seed development, with most of the photosynthesis-related DEGs from these stages were down-regulated in *3mlpa* mutant (Table 3, Fig. 5). Fifty-six DEGs were associated with photosynthesis and of these only one gene (Glyma15g40131) was up-regulated in *3mlpa* mutant. These DEGs genes encode different subunits in photosystem (PS) I (psaD, psaE, psaF, psaG, psaH, psaK, psaL, and psaN), and PS II (psbA, psbE, psbP, psbQ, psbW, psbX, and psbY), light-harvesting chlorophyll complex proteins from PS I (LHCA1 and LHCA2) and PS II (LHCB1, LHCB4, LHCB5), and a single gene encoding for magnesium protoporphyrin IX methyl transferase (CHLM) (Additional file 4). 

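The members of the photosynthesis term at stages 3 to 5 in the authors' deposited GO output come to 56 genes, of which 55 were lower in *3mlpa* in the raw counts and 37 were called. Glyma15g40131 had 100 counts in *3mlpa* and 0 counts in 3MWT over the 3 libraries at stage 3, which made it at least 27.4-fold higher (adjusted p = 0.00501). It had 90 against 0 counts at stage 4, at least 23.8-fold higher (adjusted p = 0.00659), and 73 against 0 counts at stage 5, at least 23.1-fold higher (adjusted p = 0.00507). Only 1 of the 6 fits with 1 library left out kept the call at each of these stages, and the largest adjusted p was 0.0237 at stage 3, 0.0314 at stage 4 and 0.0276 at stage 5. The direction could not change in these fits, since every 3MWT library had 0 counts and every *3mlpa* library had some.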

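The 3 listed genes with the largest absolute log2 fold changes among those called were Glyma12g36132, Glyma15g38110 and Glyma13g15560, which Additional file 4 lists as psbE and psbA genes. Glyma12g36132 had 6.85 ± 2.59 normalized counts (SD, n = 3) in *3mlpa* and 1175 ± 522 in 3MWT at stage 4, a log2 fold change of -7.45 (SE 0.43, adjusted p = 0.000257). Glyma13g15560 had 13.2 ± 5.48 and 444 ± 176 normalized counts at stage 4 (log2 fold change -5.09, SE 0.39, adjusted p = 0.000681). At stage 4 both calls held in all 6 fits with 1 library left out. Glyma15g38110 had 3 counts in *3mlpa* and 242 counts in 3MWT at stage 5, a ratio of 0.0108 with a 95 % counting interval from 0.00241 to 0.0348 (adjusted p = 0.0077, and 0.0471 without 3MWT replicate 2). Over the 15 3MWT libraries, the counts of Glyma13g15560 ranged from 78 to 681 and those of Glyma12g36132 from 52 to 1758, and 3MWT libraries held more alignments without a unique place in the genome than *3mlpa* libraries, with medians of 66.8 and 20.0 per 100 mapped reads.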

A previous study on transcriptome profiles of soybean cultivar ‘Williams’ reported expression of photosynthesis-related genes early in development when seed size was 25–50 mg [47]. This would correspond to stages 2–3 in our investigation. Bowen et al. [40] previously reported two photosynthesis related probesets that were differentially expressed in M955 maize line with *lpa* at 7 days post anthesis. One representing chloroplast nucleoid DNA binding protein was down-regulated, while another representing early light inducing protein, was up-regulated in M955 line [40]. Although these proteins were not identified in our study, regulation of photosynthesis-related genes in *lpa* mutants is a common observation.

The PSI and PSII protein complexes are involved in capturing light energy during photosynthesis. Differential expression of these genes may translate into different numbers of PSI and PSII protein complexes between *3mlpa* and 3MWT. The methyl transferase CHLM is involved in chlorophyll metabolism where it catalyzes the formation of Mg-protoporphyrin IX monomethyl ester [48]. Bruggeman et al. [49] have reviewed the association of chloroplast activity with the formation of cell death lesions, where excess light energy can trigger cell death. Down regulation of photosynthesis-related genes in *3mlpa* may prevent apoptosis by limiting the light energy during late stages of seed development. Cell death lesion formation in *mips1 Arabidopsis* mutants is dependent on light intensity and ROS accumulation [26, 30, 43], and abolishing PSII assembly was shown to reduce cell death lesions [50]. Tetrapyrrole biosynthesis is also regulated to prevent accumulation of ROS, which can also lead to cell death [49]. Moreover, we also identified enhanced expression of CAMTA3/SIGNAL RESPONSIVE 1 (SR1) TF genes in *3mlpa* during late stages of seed development. 

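The CAMTA genes that Table 4 names CAMTA3 or SR1 were Glyma05g31190, Glyma08g14370 and Glyma17g04310 at stage 3, Glyma05g31190 and Glyma08g14370 at stage 4, and Glyma08g11080 and Glyma08g14370 at stage 5. At stage 4, Glyma05g31190 had 289 ± 78.0 normalized counts (SD, n = 3) in *3mlpa* and 74.5 ± 8.07 in 3MWT, a fold change of 3.88 (log2 fold change 1.95, SE 0.21, adjusted p = 0.00321, and 0.0293 without 3MWT replicate 2). It was not called at stage 3, where its fold change was 3.21 (adjusted p = 0.0408). Glyma08g14370 had fold changes of 3.04, 2.72 and 2.21 at stages 3 to 5 and was not called (adjusted p = 0.0166, 0.0272 and 0.0312). Without *3mlpa* replicate 1 of stage 3, or *3mlpa* replicate 3 of stage 4 or stage 5, its adjusted p was 0.00365, 0.00295 and 0.00263. Glyma17g04310 had a fold change of 1.68 at stage 3 (adjusted p = 0.0213, and 0.00683 without *3mlpa* replicate 1). The CAMTA gene Glyma08g11080 of stage 5 had 148 ± 11.5 and 61.6 ± 12.3 normalized counts, a fold change of 2.40 (log2 fold change 1.26, SE 0.18, adjusted p = 0.00711, and 0.0546 without 3MWT replicate 2). In the fit over all 30 libraries, the effect of the line on these genes was not shown to differ between early and late stages. Early minus late, the differences in log2 fold change were -0.72 for Glyma05g31190 (adjusted p = 0.103) and -0.21 for Glyma08g14370 (adjusted p = 0.666). They were -0.42 for Glyma17g04310 (adjusted p = 0.194) and -0.19 for Glyma08g11080 (adjusted p = 0.54). From the higher expression of the CAMTA genes and the lower expression of photosynthesis-related genes in late stages, the paper proposes that the cell death inducing genes up-regulated early are suppressed later.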

CAMTA3/SR1 is a negative regulator of SA-mediated plant immunity and it inhibits cell death [51]. Therefore, these observations strongly suggest that the up-regulation of cell death inducing genes in early stages of seed development in *3mlpa* mutant is suppressed in late stages. *Myo*-inositol promotes photosynthesis in *Mesembryanthemum crystallinum* so another explanation for down-regulation of photosynthesis-related genes in *3mlpa* mutant may be the *mips1* mutation, which reduces *myo*-inositol levels [52].

### Regulation of glucan metabolism in early seed development of *3mlpa* mutant

Cellular glucan metabolic process (GO:0006073) was found enriched in both stage 1 and 2 (early phase of seed development), however the DEGs associated with this process were stage-dependent (Table 3, the FC and *log*_*2*_ FC ratios for these genes are reported in Additional file 5). 

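Additional file 5 lists 17 genes for stage 1 and 18 genes for stage 2, 29 different genes in all. Over all genes tested, 20 of the 29 were called, 19 up-regulated and 1 down-regulated. By stage, 6 of 17 were called at stage 1 and 17 of 18 at stage 2, and adjusted over the list alone 17 and 18 were called, which is not independent evidence since the list was chosen on these libraries. The median log2 fold change was 1.51 at stage 1 and 1.79 at stage 2. The number called was between 17 and 27 with 1 library left out. In the fit over all 30 libraries, the effect of the line differed between stages 1 and 2 and stages 4 and 5 for 13 of the 29 genes at an adjusted p at or below 0.01, and was more positive early for all 13.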

Twenty-seven genes were up-regulated, and two genes (Glyma02g47076 and Glyma04g43470) were down-regulated in *3mlpa* mutant. 

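In the raw counts, 27 of the 29 genes were higher and 2 were lower in *3mlpa* in the stages in which they are listed. Glyma04g43470 had 9.74 ± 1.72 normalized counts (SD, n = 3) in *3mlpa* and 50.4 ± 40.2 in 3MWT at stage 1. This was a log2 fold change of -2.35 (SE 0.62, adjusted p = 0.0499), so it was not called, while without 3MWT replicate 2 the adjusted p was 0.00366. Glyma02g47076 had 448 ± 48.4 and 772 ± 140 normalized counts at stage 2 (log2 fold change -0.78, SE 0.14, adjusted p = 0.00454), and without *3mlpa* replicate 2 the adjusted p was 0.0196. Glyma02g47076 was not called at stage 1 (adjusted p = 0.515), where its log2 fold change turned from -0.90 to as much as 0.91 with 1 library left out.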

Six genes were differentially expressed in both stages and all were up-regulated in *3mlpa* mutant. The FC of up-regulated genes ranged between 1.6–60 and 1.3–18 for stages 1 and 2, respectively. 

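At stage 1 the largest fold change among the called genes of the list was that of Glyma06g46450, with 85 counts in *3mlpa* and 1 count in 3MWT. The ratio of normalized counts was 61.3 with a 95 % counting interval from 12.2 to 2780 (adjusted p = 0.00733, and 0.0418 without 3MWT replicate 1). At stage 2, Glyma13g00280 had 2060 ± 672 normalized counts (SD, n = 3) in *3mlpa* and 113 ± 28.1 in 3MWT, a fold change of 18.2. Its log2 fold change was 4.20 (SE 0.27, adjusted p = 7.76e-05), and it was called in all 6 fits that left out 1 library.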

In case of down-regulated genes, the FC was between 0.2–0.6 for stages 1 and 2, respectively. Two genes (Glyma09g07070 and Glyma15g18360) showed no expression or zero read count in 3MWT resulting in infinite (∞) value for FC and *log*_*2*_ FC ratio. 

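Glyma09g07070 had 0 counts in the 3MWT libraries of stage 2 and 90 counts in *3mlpa*, which made it at least 24.6-fold higher (adjusted p = 0.00236, and 0.0101 without *3mlpa* replicate 3). For Glyma15g18360 the counts at stage 2 were 0 in 3MWT and 538 in *3mlpa*, at least 147-fold higher, but with 160 ± 130 normalized counts (SD, n = 3) in *3mlpa* it was not called (adjusted p = 0.0112). Without *3mlpa* replicate 2 its adjusted p was 0.000894. At stage 1 the counts of both genes in 3MWT came almost only from replicate 2, with 0, 10 and 0 counts for Glyma09g07070 and 1, 250 and 0 counts for Glyma15g18360 in replicates 1 to 3, and neither was called there (adjusted p = 0.0199 and 0.14). Without 3MWT replicate 2 of stage 1, their adjusted p-values were 3e-04 and 0.00019.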

The differentially expressed genes associated with this process encoded two enzymes: (a) cellulose synthase (also, known as glucan synthase, or CESA, EC 2.4.1.12); and (b) xyloglucan endotransglucosylase/hydrolase (also known as xyloglucan:xyloglucosyl transferase or XET, EC 2.4.1.207). Functional enrichment also showed over-representation of genes associated with XET enzymatic activity (GO:0016762). The CESA and XET enzymes are involved in synthesis of building units of cell wall, i.e. cellulose, and xyloglucan (hemicellulose) chains, respectively. Cellulose synthase activity is an integral component of cell wall synthesis. A previous study on transcriptome profiles of soybean line ‘A81-356022’ reported higher cellulose synthase activity in developing seeds at 25–28 days post flowering [53]. Differential expression of the CESA and XET genes in early seed development suggests regulation of cell wall synthesis in *3mlpa* mutant line. Role of *myo-*inositol in cell wall synthesis via the *myo-*inositol oxidation pathway, resulting in formation precursors of pectin and hemicellulose, is well established and regulation of cell wall biosynthesis in *mips* mutants is therefore expected [23, 54]. The contribution of either the *mips* or *mrp* mutations towards this response lies out of scope of this experiment, however, it is possible that *3mlpa* mutants initiate formation of cell wall polysaccharides at earlier stages of development relative to the non-mutants.

### Regulation of cellular transport in early seed development of *3mlpa* mutant

Processes involving oligo-peptide transporters (GO:0006857) and transmembrane (GO:0055085) transporters were enriched in stage 2 (Table 3). Although several transporter genes were differentially expressed in other stages, the GO term associated with the transporter activity was not significantly enriched in those stages. Together, oligo-peptide and transmembrane transport activity were associated with a total of 79 unique differentially expressed genes and 86 % of these genes were found up-regulated in the mutant line. 

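The members of both transport terms at stage 2 in the authors' deposited GO output come to 79 genes. In the raw counts, 68 of them (86.1 %) were higher and 11 were lower in *3mlpa*, and 78 were called. The number called was between 59 and 76 with 1 library left out. Oligopeptide transport had 14 up-regulated and 1 down-regulated gene, with a median log2 fold change of 1.52. Transmembrane transport had 58 up-regulated and 10 down-regulated genes, with a median log2 fold change of 1.097.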

Twenty-nine (44 %) of these up-regulated genes encode for multidrug transporters, including 15 from major facilitator superfamily (MFS), six from multidrug and toxic compound extrusion (MATE) efflux carrier superfamily, five from multidrug resistance superfamily, two genes for P-glycoprotein (PGP) and 1 gene for ATP binding cassette (ABC) subfamily (B4) (Additional file 6). 

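All 29 genes of Additional file 6 were up-regulated and called at stage 2, with log2 fold changes from 0.77 to 3.87 and a median of 1.20. With 1 library left out, between 22 and 28 of them were called. The effect of the line differed between stages 1 and 2 and stages 4 and 5 for 6 of the 29 genes, and was more positive early for all 6. The largest increase was that of Glyma18g11640, with 89.8 ± 4.77 normalized counts (SD, n = 3) in *3mlpa* and 6.32 ± 1.99 in 3MWT, a fold change of 14.2 (log2 fold change 3.87, SE 0.26, adjusted p = 0.000103). Glyma17g14550 had 54.8 ± 11.5 and 6.96 ± 3.82 normalized counts, a fold change of 7.88 (log2 fold change 3.00, SE 0.36, adjusted p = 0.000869). Glyma17g00550 had 271 ± 20.6 and 47.2 ± 27.4 normalized counts, a fold change of 5.74 (log2 fold change 2.57, SE 0.31, adjusted p = 0.000874). All 3 of these genes were called in each of the 6 fits that left out 1 library.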

Most of the multidrug transporters are annotated as being involved in removal of toxic compounds from the cell [55]. Recently, a MFS transporter, Zinc-Induced Facilitator-Like 1 from Arabidopsis was reported to be associated with polar auxin transport in roots, as well as regulation of stomata for drought stress tolerance [56]. The ABC B4 transporters are also involved in auxin-gradient dependent polar auxin transport in root [57], and PGP transporters are involved in cellular and long distance transport of auxin [58]. Defects in *mips* mutant embryos were previously associated with impaired endomembrane system and lack of polar auxin transport [32]. The genes encoding monosaccharide transporters such as Sugar Transport Protein, Inositol Transporter and Polyol/Monosaccharide transporter were also differentially expressed in our dataset. These genes are involved in transport of sugars such as glucose, fructose, galactose, mannose, xylose, sorbitol, mannitol, xylitol, and epimers and derivatives of myo-inositol [59]. Other genes encoding transporters/carriers of cationic amino acids, oligopeptides, potassium, sulfate, nitrates, zinc, chloride and dicarboxylate ions were also identified in *3mlpa* mutant line. Although substrates of MRP-L and MRP-N transporters are still unknown, enrichment of the transporter genes may be compensating for the loss of MRP-L and MRP-N.

### Regulation of raffinose family oligosaccharide biosynthesis in developing seeds of *3mlpa* mutant

The raffinose family oligosaccharides such as raffinose and stachyose are considered to be anti-nutritive components in seeds [60]. The biosynthesis of raffinose family oligosaccharide (RFO) involves three steps: (a) galactinol synthase (GS) catalyzes the formation of galactinol from *myo*-inositol and UDP-galactose, (b) raffinose synthase (RS) catalyzes the formation of raffinose by adding sucrose to galactinol and releasing a *myo*-inositol molecule, and (c) stachyose synthase (SS) catalyzes the formation of stachyose by adding galactinol to raffinose and releasing *myo*-inositol (Fig. 7). The *mips1* mutation is associated with low stachyose phenotype in the parental line V99-5089 [15]. However, the *3mlpa* mutant shows normal stachyose levels in mature seeds despite having *mips1* mutation [41]. The genes encoding RFO biosynthesis pathway enzymes are expressed in seed filling and dessication stages of soybean seed development [61]. None of these genes showed significant differential expression at 1 % FDR, which may be one possible explanation for normal stachyose phenotype in *3mlpa* mutant. 

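Among the galactinol synthase genes, RS2 and the stachyose synthase gene, only RS2 passed 1 % FDR with all 6 libraries of a stage, at 1 stage. RS2 (Glyma06g18890) had 491 ± 14.5 normalized counts (SD, n = 3) in *3mlpa* and 212 ± 22.6 in 3MWT at stage 5, a fold change of 2.32. Its log2 fold change there was 1.21 (SE 0.11, adjusted p = 0.00137), and it was called in 4 of the 6 fits that left out 1 library, with an adjusted p of 0.0208 without 3MWT replicate 2. The original DESeq test with 10 groups did not call it at stage 5. The smallest adjusted p of the stachyose synthase gene (Glyma19g40550) with all 6 libraries was 0.0148 at stage 2, and that of the galactinol synthase genes was 0.039, for Glyma03g38910 at stage 2.

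**Figure D4:**
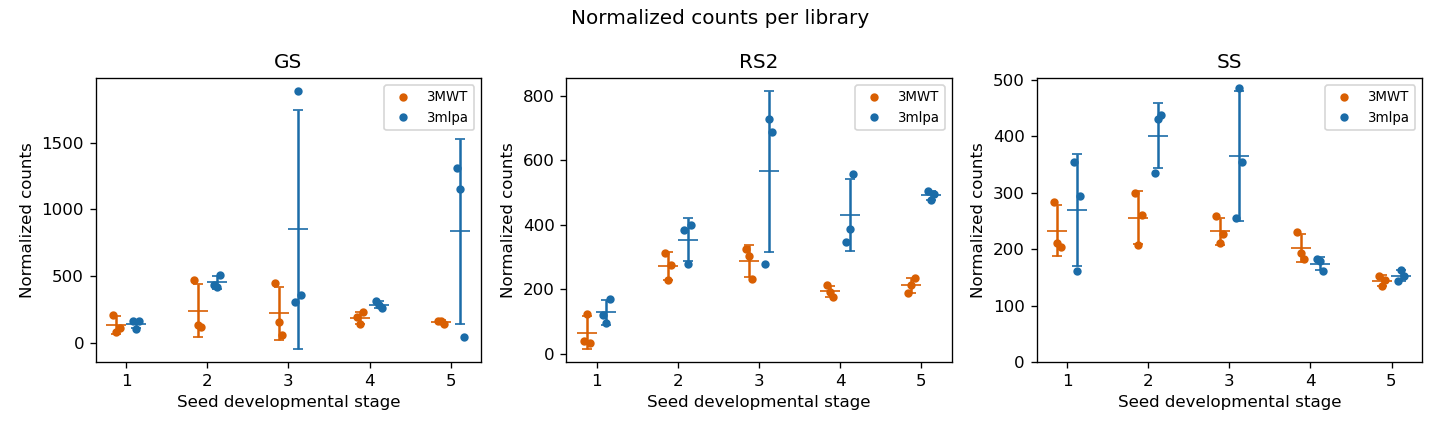
Normalized counts of Glyma19g41550 (GS), RS2 and the stachyose synthase gene (SS) against seed developmental stage. Points are libraries of 3MWT (orange) and *3mlpa* (blue), horizontal marks are means and bars are SD (n = 3); for GS the *3mlpa* libraries of stages 3 and 5 spread most.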

Figure 7 represents RFOs biosynthesis pathway, and the relative gene expression values for selected genes in the pathway.

**Fig. 7:**
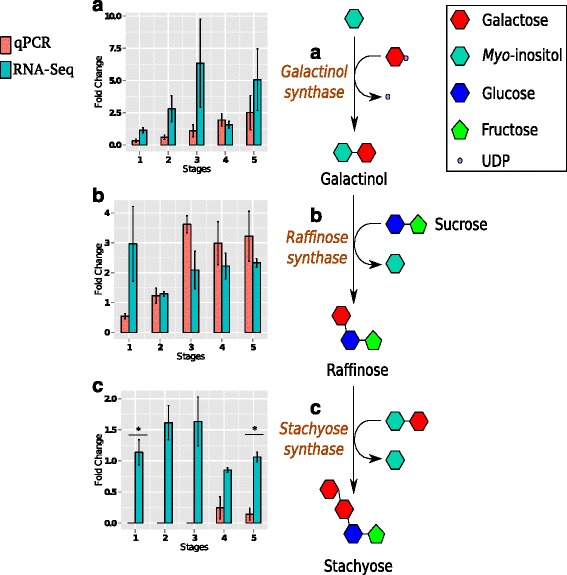
Raffinose family oligosaccharide biosynthesis pathway. Bar graphs indicate fold change (*3mlpa* over 3MWT) ratio of normalized expression values for genes (**a**) galactinol synthase, (**b**) raffinose synthase and (**c**) stachyose synthase at 5 stages of seed development. Green and orange bars indicate mean fold change values from RNA-Seq and qPCR experiments, respectively. Gene expression profiles showing significant difference between qPCR and RNA-Seq analyses are indicated by asterisk (*) (Refer Additional file 8 for more information)

There are six genes (Glyma03g38080, Glyma03g38910, Glyma10g28610, Glyma19g40680, Glyma19g41550, and Glyma20g22700) annotated as GS in first assembly of reference soybean genome (Glyma.Wm82.a1.0). 

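The galactinol synthase gene with the most counts was Glyma19g41550, with 385 to 593 counts over the 3 3MWT libraries and 472 to 2933 counts over the 3 *3mlpa* libraries of a stage. Among the other galactinol synthase genes, Glyma19g40680 had 29 counts in *3mlpa* and 1 count in 3MWT at stage 1, a ratio of 21.0 with a 95 % counting interval from 3.94 to 970 (adjusted p = 0.052). Its ratios at stages 2, 3 and 5 were 9.54 with an interval from 1.66 to 62.2, 15.6 with an interval from 2.19 to 584, and 11.4 with an interval from 1.69 to 487. At stage 4 both lines had 3 counts or fewer. The remaining genes, Glyma03g38080, Glyma03g38910, Glyma10g28610 and Glyma20g22700, had at most 94 counts over the 3 libraries of a line and stage, and none was called.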

The Glyma19g41550 gene showed highest-FC in RNA-Seq experiment, so we estimated relative expression for this GS gene using qPCR. The relative transcript levels of GS gene showed a gradual increase in *3mlpa* during seed development (Fig. 7a). 

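The fold change of Glyma19g41550 in the RNA-Seq counts was 1.07, 1.89, 3.86, 1.53 and 5.34 at stages 1 to 5. None of these passed 1 % FDR with all 6 libraries (adjusted p = 0.901, 0.147, 0.157, 0.0879 and 0.112). At stage 3 the gene had 850 ± 897 normalized counts (SD, n = 3) in *3mlpa* and 220 ± 201 in 3MWT, and at stage 5 it had 836 ± 691 and 156 ± 13.1. The log2 fold change at stage 3 fell from 1.95 to 0.59 when *3mlpa* replicate 2 was left out. Without *3mlpa* replicate 3 of stage 5 the log2 fold change was 2.98 (adjusted p = 4.68e-07), and without 3MWT replicate 1 of stage 2 it was 1.87 (adjusted p = 0.000315). The mean of the ratios of same-numbered libraries, a setting chosen after seeing the data, gave a fold change of GS of 1.17, 2.82, 6.28 and 1.60 at stages 1 to 4, although the numbers do not pair the libraries. The drop from stage 3 to stage 4 was within the spread of the *3mlpa* replicates at stage 3.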

RNA-Seq data showed similar gradual increase in expression in *3mlpa* during seed development, but expression dropped at stage 4 (Fig. 7a). Glyma06g18890 encodes RS (also known as RS2 or Rsm1) is expressed during seed development in Williams 82 soybean line, and is known to control the raffinose and stachyose content in soybean seeds [60, 62]. The relative transcript levels of the RS gene showed more than 2-fold change in *3mlpa* in late phase (stages 3–5) of seed development, with no difference between the stages 3–5 (Fig. 7b). The fold change of RS remained below 2 in *3mlpa* during early stages. This validates the RNA-Seq data except for stage 1, where fold change of RS was close to 3 in *3mlpa* (Fig. 7b). 

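In the RNA-Seq counts the fold change of RS2 was 1.97 at stage 1, 1.30 at stage 2, 1.97 at stage 3 and 2.22 at stage 4. At stage 1 it had 129 ± 38.4 normalized counts (SD, n = 3) in *3mlpa* and 65.7 ± 51.1 in 3MWT (log2 fold change 0.99, SE 0.49, adjusted p = 0.221). Without 3MWT replicate 2 of stage 1 the log2 fold change was 1.83 (adjusted p = 0.00403). The mean of the ratios of same-numbered libraries, chosen after seeing the data, gave a fold change of RS of 3.00 at stage 1, with numbers that do not pair the libraries. At stage 4 the normalized counts were 431 ± 112 and 194 ± 17.7 (log2 fold change 1.14, SE 0.19, adjusted p = 0.0173, and 0.000246 without *3mlpa* replicate 3). Leaving out *3mlpa* replicate 1 of stage 3 lowered the adjusted p from 0.0903 to 0.000556. The effect of the line did not differ between stages 1 and 2 and stages 4 and 5 in the fit over all 30 libraries (difference in log2 fold change -0.52, SE 0.33, adjusted p = 0.346).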

Glyma19g40550 is the only SS encoding gene in Glyma.Wm82.a1.0. At stage 1 and 5, SS gene showed significant difference in the fold change obtained from qPCR and RNA-Seq analyses. The relative transcript levels of the SS gene showed almost no change between *3mlpa* and 3MWT with fold change below 2 (Fig. 7c). It is possible that mechanisms other than differential expression are involved in regulation of RFO biosynthesis pathway, which does not allow us to elaborate further on these observations.

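The fold change of the stachyose synthase gene in the RNA-Seq counts was 1.16, 1.57, 1.58, 0.861 and 1.06 at stages 1 to 5. At stage 2 it had 401 ± 57.4 normalized counts (SD, n = 3) in *3mlpa* and 256 ± 46.6 in 3MWT, with every *3mlpa* library above every 3MWT library (two-sided exact permutation test, p = 0.1, the smallest possible). The DESeq2 Wald test, the edgeR exact test and the original DESeq test on 6 libraries called it at stage 2. At stage 3 its adjusted p was 0.0915, and 0.00417 without *3mlpa* replicate 1. At stage 5 it had 153 ± 9.69 and 144 ± 9.11 normalized counts (log2 fold change 0.08, SE 0.12, adjusted p = 0.691).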

## Conclusions

The PA biosynthesis pathway intermediates are involved in many growth and developmental processes. Several genes encoding key enzymes regulating this pathway are mutated to obtain *lpa* crops. We used a transcriptomics approach to compare the gene expression profiles of a *lpa* soybean line (*3mlpa*) carrying three (*mips1, mrp-l,* and *mrp-n*) mutations and a non-mutant line, 3MWT, at 5 stages of soybean seed development. The differential expression and functional enrichment analyses indicated regulation of biological processes such as glucan synthesis, cell death and photosynthesis. We also identified regulated transcription factor families, including WRKY, CAMTA, GRAS and ZIM. These results delineate the metabolic events associated with regulation of the PA biosynthetic pathway in the presence of *lpa*-causing mutations. We also quantified transcript levels of genes involved in the raffinose family oligosaccharides pathway in *3mlpa* mutant. Overall, these results contribute to an understanding of regulation of metabolism in *3mlpa* mutant during seed development.

## Methods

### Genetic material and background

The experimental lines of soybean (*Glycine max* (L.) Merr.) used in this study were: (a) a triple homozygous mutant line, designated as ‘3*mlpa*’ (*mips1/mrp-l/mrp-n*) with *lpa*, and (b) a sibling line with homozygous non-mutant alleles, designated as ‘3MWT’ (MIPS1/MRP-L/MRP-N) with normal PA (Table 1). These lines were developed from a cross of V99-5089 with CX-1834 [16]. V99-5089 soybean experimental line carries a point mutation in MIPS1 gene (chromosome 11) that results in *lpa*, low stachyose, and high sucrose phenotype [15]. Similarly, CX-1834 soybean line carries point mutations in two MRP genes, namely, MRP-L and MRP-N, located on chromosomes 19 and 3 respectively. Both *mrp* mutations are required to obtain the *lpa* phenotype, and have no effect on seed stachyose and sucrose contents [12, 16, 63]. The MIPS1 gene does not interact with MRP-L and MRP-N genes. Although the *3mlpa* line, carrying mutations in MIPS1 and two MRP genes, shows reduced PA content, the stachyose and sucrose phenotype associated with the *mips1* mutation was rescued (Table 1) [41]. The low phytic acid soybean exhibits reduced seed emergence, however, the molecular basis of this relationship is still unknown.

### Plant growth, and sampling

For each of the two experimental lines, 48 plants were grown in 12 pots (four plants per pot) containing Metro-Mix® 360 (Sun Gro) soilless media, over-layered with topsoil GardenPro ULTRA^LITE^. All plants were grown in the same growth chamber unit, with controlled conditions, as follows: 14/10 h (day/night) photoperiod, 24/16 °C (day/night), light intensities in the range of 300 and 400 μE and 50–60 % relative humidity. About 41–47 plants from each experimental line were used for sampling developing seeds. Seed length was the criterion for sampling different developmental stages. Pods were randomly selected, opened and, seed length was measured. Five developmental stages were defined by seed length as: (Stage 1) between 2–4 mm; (Stage 2) between 4–6 mm; (Stage 3) between 6–8 mm; (Stage 4) between 8–10 mm; and, (Stage 5) between 10–12 mm (Fig. 1). Three biological replicates for each stage were taken, where each replicate sample was represented by a minimum of 10–15 seeds (stages 1–2), and at least 3 seeds (stages 3–5), collected from different pods on separate plants. Sampled seeds were immediately frozen in liquid nitrogen and stored at **−**70 °C.

### RNA extraction, library preparation, and mRNA sequencing

Frozen seeds were ground to a fine powder and total RNAs were extracted using RNeasy Plant Mini Kit, with on column DNase digestion (QIAGEN). RNA concentrations were determined by UV spectrophotometry (260 nm, NanoDrop 1000, Thermo Fischer Scientific). RNA concentrations were normalized to 200 ng/μl and the RNA integrity number (RIN) was measured using a Bioanalyzer (Agilent Technologies). Total RNA samples with RIN values ranging between 9.0–10.0, an indication of high quality, were kept. High quality total RNA samples (50 μl each) were used for library preparation and mRNA sequencing at the Génome Québec Innovation Centre, Canada. A total of 30 cDNA libraries were generated using the TruSeq RNA sample preparation kit (Illumina) and sequenced on five lanes of a HiSeq2000 sequencing system (Illumina), to obtain single-end 100-bp long RNA-seq reads. Six libraries representing three biological replicates of single sampling stage from both *3mlpa* and 3MWT were multiplexed together in single lane.

### Transcriptomics data processing and analysis

Sequencing data quality control was performed prior to data analysis. Sequencing reads were then mapped/aligned to the well-annotated ‘Williams 82’ soybean reference genome (assembly Glyma.Wm82.a1.0, annotation v1.1) using the splice-aware mapping tool, TopHat, v2.0.8 [42, 64, 65]. Sequence mapping data was used to estimate expression values for annotated genes using HTSeq-count ‘Union’ mode [66]. Differential gene expression analyses were performed using the statistical tool, DESeq, v1.12.1 [67]. Fold-change (FC) was calculated by dividing mean normalized gene expression value in *3mlpa* over that in 3MWT. Most significant genes were identified at 1 % false discovery rate (FDR) calculated using P-value adjusted for multiple testing using Benjamini-Hochberg method [52]. Functional enrichment analysis was performed to identify ontology terms and pathways represented by these significant genes using online AgriGO tool [68]. The enriched results were then filtered using 1 % FDR to obtain highly significant enriched terms. R-script for statistical hyper-geometric test was used to identify significantly enriched transcription factor families. Most significant GO terms and transcription factor families were identified at 1 % FDR using Benjamini-Hochberg method.

### Quantitative real time PCR

RNA-Seq output was validated using quantitative PCR (qPCR). First strand cDNA was synthesized from two μg high quality total RNA (see above) using High Capacity RNA-to-cDNA kit (Applied Biosystems) following manufacturer’s instructions, from a total of 30 samples comprising three biological replicates for each time point. Two μl of stock cDNA from each of the 30 samples was diluted ten fold in water. Quantitative real time PCR was performed in 20 μl total reaction volume, constituted of four μl of diluted cDNA, 10 μl of 2× SYBR Green PCR Master Mix (Applied Biosystems), 0.4 μl of 10 mM each gene-specific primers, and 3.2 μl of UltraPure™ distilled water. PCR conditions were: 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles at 95 °C for 20 s and primer annealing temperature for 1 min, using 7500 Real Time PCR system (Applied Biosystems). Melting curve analyses were performed to test primer specificity. Target gene specific primers were designed according to the soybean reference sequence using Primer3.0 for six randomly selected most significant differentially expressed genes [69, 70]. Primer information is provided in Additional file 7. Ubiquitin 10 (UBQ10) gene was used as a reference gene to normalize target gene transcript level amongst all samples [71]. For estimating target and reference gene efficiency, equal volumes of diluted cDNA from all samples were pooled together. Standard curve of Ct values was generated using five-fold serial dilution of this pooled cDNA sample. PCR efficiency was estimated using slope of this standard curve as: *E* = 10^(−1/*slope*)^. Relative quantification of target gene transcript was estimated using Pfaffl (or, efficiency correction) method [72]. The fold change gene expression values of stage-specific samples estimated using qPCR and RNA-Seq analyses were first tested for normality and to compare variance using the Shapiro-Wilk test and F-test, respectively. The Student’s t and Mann-Whitney-Wilcoxon tests were performed to check the null hypothesis that there is no significant difference in qPCR and RNA-Seq data at the significance level of 0.01 (Additional file 8).

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI-Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/projects/geo/) accession no. GSE75575.

## Additional files

Additional file 1:
**Sequencing data from developing seed tissue of soybean.** (XLSX 57 kb) Additional file 2: Figure S1. Relative gene expression of MIPS1, MRP-L, MRP-N. Fold change between *3mlpa* and 3MWT at respective seed developmental stages for genes encoding (a) MIPS1, (b) MRP-L and (c) MRP-N. Green and orange bars indicate mean fold change values from RNA-Seq and qPCR experiments, respectively. There was no significant difference in the gene expression profiles estimated using qPCR and RNA-Seq analyses at significance level of 0.01 (See Additional file 7 for more information) (PDF 27 kb) Additional file 3:
**Defense related genes differentially expressed in early stages of seed development.** Column ‘S’ reports the stages of development in which the gene is differentially expressed. Genes down-regulated in *3mlpa* mutant are indicated by negative values of *log*_*2*_ ratio. Adjusted P-values are only reported for the stages in which the gene is differentially expressed. (XLSX 60 kb) Additional file 4:
**Photosynthesis related genes differentially expressed in late stages of seed development.** (XLSX 49 kb) Additional file 5:
**Cellular glucan metabolism related genes differentially expressed in early stages of seed development.** The genes up-regulated in 3mlpa mutant in both stages are indicated by asterisk (*) symbol. The genes differentially expressed only in stage 1 and stage 2 are indicated by section sign (§) and double dagger (‡) symbols, respectively. The non-significant adjusted P-values are indicated by dash (-). The genes down-regulated in 3mlpa mutant are indicated by negative values of log2 ratio. Zero read count (no gene expression) in 3MWT, resulting in infinite value for FC and log2 ratio indicated by infinite sign (∞). (XLSX 59 kb) Additional file 6:
**Enriched multidrug transporter genes up-regulated in** ***3mlpa (XLSX 51 kb)***
Additional file 7:
**Primers used for quantitative real-time PCR.** Gene ID for MIPS1 was not available for the first reference soybean assembly; therefore it is indicated as ‘NA’. Published primer sequences were obtained for MIPS1 [18], RS2 [60] and housekeeping gene, UBQ10 [71] (XLSX 45 kb) Additional file 8:
**Statistical test results for qPCR and RNA-Seq data comparison.** The stage-specific data for each gene was tested for normality and sample variances using Shapiro-Wilk’s test and F-test, respectively. This was followed by Student’s *t*-test and Mann-Whitney *U* test to check the null hypothesis that there is no significant difference in the gene expression data estimated using qPCR and RNA-Seq analyses, at the significance level of 0.01. Samples that showed significant difference in the expression between qPCR and RNA-Seq data are indicated by asterisk (*) symbol. The sample for which qPCR and RNA-Seq data showed unequal variance is indicated by hash (#) symbol (XLSX 51 kb)

## Abbreviations

PA: Phytic acid
*Lpa*: Low phytic acid
MIPS1: *myo*-inositol phosphate synthase 1
MRP: Multidrug resistant protein
RNA-Seq: mRNA sequencing
PCA: Principal component analysis
DEG: Differentially expressed gene
GO: Gene ontology
TF: Transcription factor
CESA: Cellulose synthase
XET: Xyloglucan endotransglucosylase/hydrolase
SugT1: Sugar transporter
GRAS: Gibberellin-insensitive, repressor of ga1–3, scarecrow
ZF-HD: Zinc finger-homeodomain
ZIM: Zinc-finger protein expressed in inflorescence meristem
CAMTA: Calmodulin-binding transcription activator
GRF: Growth-regulating factor1
MBF1: Multiprotein bridging factor 1
TCP: Teosinte branched 1, cycloidea, PCF
LRR: Leucine rich repeat
NB-ARC: Nucleotide-binding adaptor APAF-1, R proteins, and CED-4
ADR1-L1: Activated disease resistance 1-like 1
ROS: Reactive oxygen species
SA: Salicylic acid
PSI: Photosystem I
PSII: Photosystem II
LHC: Light harvesting complex
CHLM: Magnesium protoporphyrin IX methyl transferase
MFS: Major facilitator superfamily
MATE: Multidrug and toxic compound extrusion
ABC: ATP binding cassette
PGP: P-glycoprotein
RFO: Raffinose family oligosaccharide
GS: Galactinol synthase
RS: Raffinose synthase
SS: Stachyose synthase

How the deposited data were processed for this re-analysis (not part of the article)

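RNA from whole developing seeds of the *3mlpa* and 3MWT soybean lines was sequenced at 5 seed developmental stages, with 3 replicates per line and stage and 30 libraries in all. The authors mapped single-end reads to the Williams 82 genome with TopHat and made the counts with HTSeq-count in Union mode, and the raw counts per gene were deposited without normalization, followed by the summary lines of HTSeq-count. The signal values that the authors deposited as normalized abundances, and as means per line, are the raw counts divided by a DESeq size factor per library computed over all 30 libraries. In the authors' deposited tables of DEGs, the log2 values are the log2 of the ratio of mean normalized counts of *3mlpa* over 3MWT. The p-values in these tables are from DESeq, adjusted by the authors with the Benjamini-Hochberg method, and only genes under 1 % FDR are listed. The authors' deposited GO output gives the numbers of DEGs and background genes per term, with the p-value and FDR of agriGO.

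Differential expression between the lines was tested per stage on the raw counts with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test. Genes with at least 10 counts summed over the 6 libraries were tested, and genes were called at a Benjamini-Hochberg adjusted p at or below 0.01. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Principal components used the variance-stabilizing transformation of DESeq2 1.42.0. The effect of the line in stages 1 and 2 was compared with that in stages 4 and 5 in a single fit over all 30 libraries. When the line labels were assigned anew in that comparison, the mean effect of the line of each gene over the stages was held as an offset. Apart from the real one, only assignments that mixed the lines at every stage were drawn. Exact permutation tests of 3 libraries against 3 cannot give a p under 0.1, and permutation tests over more libraries used 100000 permutations. Random gene sets numbered 10000.

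The library sizes limit what can be seen for genes with few counts. Where a line had 0 counts, the fold change is given as a bound against 3 counts, and where it had 1 to 3 counts, the ratio is given with a 95 % exact counting interval. These limits cover counting error only. Gene coordinates are not in the files, so genes were ordered along chromosomes by the number in their identifiers. None of the gene identifiers was found in the available table of locus names, so gene names are those of the paper, and gene set tests by annotation keyword could not be run.

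The genes named were set by a rule fixed before the data were examined. It takes every gene that the paper names by identifier in its text, Table 4, Fig. 6, Fig. 7 or its primer table. It adds up to 3 genes of each list in Additional files 3 to 6 with the largest absolute log2 fold change among those called with the lines apart, the gene with the smallest p for each stage and direction, the 3 genes called in all 5 stages with the largest mean absolute log2 fold change, and up to 5 genes of highest expression for a pattern in the closing section. Not every gene under this rule is printed.

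Alternatives fixed before the data were examined were DESeq2 size factors in place of TMM, the DESeq2 Wald test, the edgeR exact test, the test of the original DESeq rewritten in R with dispersions from the 6 libraries of a stage or from all 10 groups, no filter on low counts, the filterByExpr filter of edgeR, a single fit over all 30 libraries, a block for the replicate number, a threshold of at least a 2-fold change, and, for the tests at each stage, each library left out in turn. The original DESeq test with 10 groups and no filter on low counts, and the mean of the ratios of same-numbered libraries, were added after seeing the data.

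The tests were tested on simulated data with 200 changed genes per stage. Genes with few counts were not changed, every planted change was larger than 2-fold, and no outlying library was simulated. The numbers recovered thus do not show how many smaller changes, or changes in genes with few counts, were found in the real libraries. The quasi-likelihood test recovered 199, 199, 200, 200 and 200 of them at stages 1 to 5 with 0, 2, 3, 3 and 1 false calls, and the rewritten DESeq test recovered 187, 194, 189, 195 and 191. The comparison of early and late stages recovered 200 with 4 false calls. A simulated shift of developmental position of -0.3 was recovered as -0.336. Simulated genes in runs gave a share of 85.71 % followed by another such gene, and simulated genes at random gave 2.041 % (permutation of gene sets, p = 0.046). The quantitative PCR, the phenotypes of the lines and the MIPS1 gene were left out, since no file holds their values.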

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

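The tests of sequencing depth, of the psbA and psbE copies, of a shift in developmental position against the early and late effects and of other assignments of the line labels with the mean effect of the line held were chosen after the results were seen.

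The effect of the line differed between stages 1 and 2 and stages 4 and 5 for 2085 of 45815 genes tested over all 30 libraries, a difference between groups of stages that the paper does not test. The difference was more positive early for 969 genes and more negative early for 1116. Of the 2085 genes, 701 were higher in *3mlpa* early and lower late, and 898 were the reverse. The number was 163 without replicate 1 of every group, 162 without replicate 2 and 882 without replicate 3, and the share that was more positive early was 46.5 % with all libraries but 76.7 %, 67.3 % and 76.5 % in these fits. Among these genes, Glyma03g32030 had the highest expression, with log2 fold changes of -5.35, -4.04, -0.99, -0.44 and -0.07 at stages 1 to 5 and a difference of -4.47 (SE 0.89, adjusted p = 0.00215). Glyma06g02500 had a difference of 2.02 (SE 0.424, adjusted p = 0.00322).

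Of the genes in the paper's lists, the difference was called for 13 of 29 glucan, 5 of 60 defense, 6 of 45 photosynthesis and 6 of 29 multidrug transport genes and for 12 of 53 transcription factor genes. The mean effect of the line over the stages was held for each gene while the line labels were assigned anew within stages. Of 40 assignments, the real one included, 1 gave as many genes, and the largest number among the others was 2. Every other assignment mixed the lines at every stage, so these were not a fair draw from all assignments. Differences between the lines at single stages were not held, and they add to the spread when labels are mixed. Low numbers could follow from this too, so the count cannot exclude chance. A candidate explanation is that *3mlpa* libraries were earlier than 3MWT libraries at some stages and later at others in development. Of the 2085 genes, 69.45 % changed in the direction of such a shift, against 56.16 % of all 45678 genes with a prediction, but the median predicted size was 0.029 against an observed 0.77. This shift and an effect of the mutations that depends on the stage cannot be told apart, because the positions of single stages rest on 3 libraries per line. The effect of the mutations remains open, and so does that of other loci that differ between the lines.

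Alignments without a unique place in the genome, which the paper does not analyse, were more frequent in 3MWT libraries. The median was 66.8 per 100 mapped reads in 3MWT and 20.0 in *3mlpa*, a ratio of 3.34 (two-sided permutation test within stages, p = 1e-05, the smallest that the permutations can give). The lowest 3MWT library had 40.1 and the highest *3mlpa* library 30.5. A difference in sequencing depth is argued against, since the median number of total reads in 3MWT was 0.97 times that in *3mlpa* (permutation test within stages, p = 0.412), while the median number of these alignments, not divided by reads, was 2.83 times as large. No biological explanation was tested. The counted reads exceeded 100 % of the paper's mapped reads in 6 *3mlpa* libraries and in 0 3MWT libraries, and no explanation of this was tested.

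The psbA and psbE copies Glyma13g15560, Glyma12g36132 and Glyma15g38110 were lower in *3mlpa*. A candidate explanation is that RNA with many places in the genome was carried over in varying amounts into the 3MWT libraries, and their counts may then follow these alignments. Within stages, over the 15 3MWT libraries, Pearson's r was 0.767 (permutation p = 9e-04, adjusted p = 0.0054), 0.52 (p = 0.0378, adjusted p = 0.0567) and 0.495 (p = 0.0307, adjusted p = 0.0567) for these genes, and Spearman's rho was 0.811 (p = 0.00129, adjusted p = 0.00774), 0.618 (p = 0.03, adjusted p = 0.05) and 0.579 (p = 0.0333, adjusted p = 0.05), adjusted over 6 relations. Without the 2 farthest libraries r was 0.75, 0.468 and 0.439. In the 15 *3mlpa* libraries r was 0.782 (permutation p = 0.0216, adjusted p = 0.0567), 0.497 (p = 0.173, adjusted p = 0.208) and 0.165 (p = 0.59, adjusted p = 0.59), and 0.544, 0.177 and -0.00828 without the 2 farthest libraries. Spearman's rho there was 0.757 (permutation p = 0.0104, adjusted p = 0.0312), 0.5 (p = 0.124, adjusted p = 0.149) and 0.0536 (p = 0.871, adjusted p = 0.871), so that Glyma13g15560 followed these alignments by rank in *3mlpa* too. The mean of the 3 genes in 3MWT, an added relation outside the 6, gave r = 0.599 (permutation p = 0.0104), rho = 0.711 (p = 0.00797) and r = 0.553 without the 2 farthest libraries. The same mean in *3mlpa* gave r = 0.744 (permutation p = 0.0469), rho = 0.671 (p = 0.0415) and r = 0.442 without the 2 farthest libraries, so a relation of this kind was not limited to 3MWT. Carry-over and lower expression cannot be told apart, because by Pearson's r only 1 of the 3 relations in 3MWT had an adjusted p under 0.05, 1 gene followed the alignments in both lines, and the files hold no multiple alignments by gene.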

How the results depend on the processing

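A test chosen after seeing the data was the original DESeq test with 10 groups and no low-count filter, and the other settings were not. Unless stated, the cause of a change was not tested.

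With DESeq2 size factors or filterByExpr, every count of DEGs per stage, in any stage and in all 5 stages stayed within 1.5 times that of the quasi-likelihood test. The DESeq2 Wald test gave 4122, 2829, 1863 and 3046 DEGs at stages 1, 3, 4 and 5, 11623 in any stage, 282 in all stages, 221 only in *3mlpa*, 131 only in 3MWT, 52 transcription factor genes and 9 of 50 gene-stage pairs of the qPCR and raffinose genes. The edgeR exact test gave 3855, 3185, 2057 and 3533 DEGs at these stages, 12625 in any stage, 310 in all stages, 360 only in *3mlpa*, 184 only in 3MWT, 52 transcription factor genes and 11 of the pairs. With the original DESeq test on 6 libraries there were 1364, 1276, 902 and 1907 DEGs at these stages, 134 in all stages, 155 only in *3mlpa*, 111 only in 3MWT, 45 photosynthesis genes, 39 transcription factor genes and 5 of the pairs.

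With the original DESeq test and 10 groups there were 1612, 1846, 1419, 708 and 1737 DEGs at stages 1 to 5, 197 in all stages, 177 only in *3mlpa*, 105 only in 3MWT, 45 photosynthesis genes and 53 transcription factor genes. With no low-count filter in that test the numbers were 1526, 1791, 1348, 684 and 1639, 4235 in any stage, 192 in all stages, 174 only in *3mlpa*, 45 photosynthesis genes and 53 transcription factor genes. The quasi-likelihood test with no low-count filter gave 624, 789 and 1138 DEGs at stages 1, 3 and 5. A fit over all 30 libraries gave 4518, 3557, 3715, 1575 and 3365 DEGs, 10119 in any stage, 326 in all stages, 231 only in *3mlpa*, 163 only in 3MWT, 48 transcription factor genes and 5 of the qPCR and raffinose pairs. A threshold of at least a 2-fold change, which can only remove calls, gave 2088 and 485 DEGs at stages 2 and 5, 2615 in any stage, 13 photosynthesis genes and 12 transcription factor genes.

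The replicate numbers did not pair the samples, since the same-numbered libraries of the lines had correlated deviations above 0.1 in at most 1 of 3 pairs of a stage. A block for the replicate number gave 27, 3018 and 269 DEGs at stages 1 to 3, 3457 in any stage, 11 in all stages, 39 only in *3mlpa*, 36 only in 3MWT and 9 transcription factor genes. A call lost under the block, counted below as a weaker result, does not by itself show a smaller effect.

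With 1 library left out, the number of DEGs ranged from 2 (without *3mlpa* replicate 2) to 4427 (without 3MWT replicate 2) at stage 1, from 2249 (without 3MWT replicate 2) to 6242 (without 3MWT replicate 1) at stage 2, from 80 (without 3MWT replicate 3) to 5391 (without *3mlpa* replicate 1) at stage 3, from 82 (without 3MWT replicate 1) to 3449 (without *3mlpa* replicate 3) at stage 4 and from 42 (without 3MWT replicate 2) to 3722 (without *3mlpa* replicate 3) at stage 5. The number in any stage ranged from 3089 to 9166, in all stages from 1 to 91, and the number of called transcription factor genes from 15 to 38, of photosynthesis genes from 9 to 42 and of qPCR and raffinose pairs from 2 to 7.

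For the principal components, the 500 genes of highest variance gave 73.86 % on PC1 and 11.21 % on PC2 and log2 CPM gave 64.05 % and 11.1 %, each with 3 of the 4 steps between stages free of overlap. Leaving out a replicate number gave 52.65 % to 55 % on PC1 and 14.45 % to 15 % on PC2. The lines stayed apart on PC2 at 5 of 5 stages in all these settings.

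The number of genes whose line effect differed between early and late stages was 3375 with the DESeq2 Wald test, 1050 with the replicate block, and 162 to 882 with a replicate number left out. DESeq2 size factors gave 1895 genes, of which 1794 were among the 2085, and turned the balance from 969 more positive and 1116 more negative early to 1069 and 826. Among genes called in 1 stage only, the share followed by another such gene no longer passed a p of 0.05 with the authors' deposited calls (7.773 %, p = 0.07) or with tandem neighbors left out (15.19 %, p = 0.06). The difference in developmental position over all stages was 0.0243 without genes called between the lines and ranged from -0.175 to 0.0958 with a replicate number left out, against -0.0146.

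Of 175 results for named genes and stages, DESeq2 size factors kept 174 on their side of the threshold and made 1 weaker. Stronger results numbered 46 with the DESeq2 Wald test, 49 with the exact test, 27 of 155 with the original DESeq test on 6 libraries, 42 of 155 with 10 groups (3 were weaker), 5 with no low-count filter and 41 with all 30 libraries (7 were weaker). Weaker results numbered 24 with the replicate block and 13 with a 2-fold threshold, and filterByExpr gave 1 weaker and 1 stronger of 160. Of 1048 results with 1 library left out, 833 were the same, 129 weaker, 56 stronger and 30 reversed. Of 787 other counts 295 changed, and of 441 fold values 2 changed.

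None of the reversed log2 fold changes was called with all 6 libraries. The log2 fold change of Glyma10g28610 at stage 4 went from -0.0417 to 0.0537, 0.056, 0.094, 0.07 and 0.07 with the DESeq2 Wald test, the exact test and the original DESeq test on 6 libraries, with 10 groups and with 10 groups and no filter, and the log2 fold change of Glyma03g38080 at stage 5 went from -0.0614 to 0.0092 with the replicate block. With 1 library left out, the ranges were -2.0829 to 0.4771 for Glyma10g28610 at stage 4 and -0.8747 to 0.0316 at stage 2. They were -0.4074 to 0.628 for Glyma03g38080 at stage 5, -0.6315 to 0.0011 at stage 3 and -0.3222 to 0.0921 at stage 4. CESA (Glyma12g36570) ranged from -0.0227 to 0.2723 at stage 4, MRP-L (Glyma19g35230) from -0.0669 to 0.2738 at stage 4, and MRP-N (Glyma03g32500) from -0.1478 to 0.2435 at stage 1, -0.0025 to 0.3013 at stage 2 and -0.5177 (without *3mlpa* replicate 3, adjusted p = 0.00867) to 0.0433 at stage 5. The range was -0.0571 to 0.1156 for Glyma07g32020 at stage 5, -1.3668 to 0.9097 for Glyma02g47076 at stage 1, -0.2045 to 2.3942 for Glyma03g38910 at stage 5, -0.1892 to 0.5553 for Glyma19g41550 at stage 1 and -0.0321 to 0.4749 for Glyma19g40550 at stage 1. Glyma20g22700 ranged from -0.0722 to 0.821 at stage 1, -0.2084 to 0.0722 at stage 2 and -0.1259 to 0.6483 at stage 5. The gene set tests by annotation keyword were not run, since 0 identifiers were found in the table of locus names. The depth limits genes with 0 counts in a line to a bound against 3 counts.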

Differences from the paper's values

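The original DESeq test with 10 groups and no low-count filter and the mean of the ratios of same-numbered libraries were chosen after seeing the values, and the other settings below were set before the data were examined.

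The number of DEGs was 381, 6019, 503, 398 and 749 at stages 1 to 5 against the paper's 1526, 1791, 1348, 684 and 1639. Up-regulated DEGs numbered 243, 3246, 261, 142 and 222 against the paper's 831, 1114, 788, 269 and 493, and down-regulated DEGs 138, 2773, 242, 256 and 527 against the paper's 695, 677, 560, 415 and 1146. The number of DEGs in any stage was 6586 against the paper's 4235, and in all stages 49 against the paper's 192. DEGs expressed only in *3mlpa* numbered 8, 16, 14 and 15 at stages 1, 3, 4 and 5 against the paper's 29, 39, 32 and 33, and 98 summed over stages against the paper's 174. DEGs expressed only in 3MWT numbered 12, 12 and 9 at stages 1, 4 and 5 against the paper's 26, 21 and 18.

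The original DESeq test with 10 groups brought all of these within the paper's values. The same test with no low-count filter, chosen after seeing the values, gave exactly the authors' deposited calls, with 1526, 1791, 1348, 684 and 1639 genes and equal p-values. The original DESeq test on 6 libraries closed the gap for DEGs and up-regulated DEGs at stages 1, 3, 4 and 5, down-regulated DEGs at stages 3, 4 and 5, all numbers of genes expressed in only one line, and genes in all stages. A threshold of at least a 2-fold change closed it for DEGs, up- and down-regulated DEGs at stage 2. No low-count filter closed it for DEGs, up- and down-regulated DEGs at stages 4 and 5, for genes only in either line at stage 4 and for genes only in *3mlpa* summed. The DESeq2 Wald test closed it for genes only in *3mlpa* at stages 3, 4 and 5 and summed, only in 3MWT at stages 1, 4 and 5, and for genes in all stages. The edgeR exact test closed it for genes only in *3mlpa* at stage 5. The fit over all 30 libraries closed it for genes only in *3mlpa* at stages 3, 4 and 5 and summed and only in 3MWT at stage 1, and the replicate block for DEGs in any stage. DESeq2 size factors and filterByExpr closed none of these gaps, and each setting left open the gaps not named with it.

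Leaving out *3mlpa* replicate 2 or 3MWT replicate 2 of stage 2 closed the gap for DEGs, up- and down-regulated DEGs at stage 2. Genes only in *3mlpa* and only in 3MWT at stage 1 came within 1.5 times of the paper's values without 3MWT replicate 2. Those only in *3mlpa* did so at stage 3 without *3mlpa* replicate 1 and at stage 4 without *3mlpa* replicate 3, and both did so at stage 5 without *3mlpa* replicate 3. Genes only in *3mlpa* summed did so without any of these 4 libraries. DEGs in any stage did so without *3mlpa* replicate 1, 2 or 3 or 3MWT replicate 2 or 3 of stage 2, or *3mlpa* or 3MWT replicate 1 or 2 of stage 5.

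The paper states that CESA and SugT1 were up-regulated in early stages. CESA was not called at stage 1 (adjusted p = 0.0332), where the DESeq2 Wald test, the exact test, the original DESeq test with 10 groups, with and without the filter, and the fit over all 30 libraries called it. SugT1 was not called at stage 1 (adjusted p = 0.0146), where the DESeq2 Wald test, the exact test, the original DESeq test on 6 libraries and the fit without 3MWT replicate 2 (adjusted p = 0.00404) called it. The paper states that no raffinose pathway gene was differentially expressed, and RS2 was called at stage 5 (adjusted p = 0.00137). RS2 was not called by the original DESeq test with 10 groups, with or without the filter, and the call was lost without *3mlpa* replicate 1 or 3MWT replicate 2 (adjusted p = 0.0208 for the latter).

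Additional file 3 lists Glyma18g09720, Glyma18g09340 and Glyma01g01420 as lower in *3mlpa*, but these 3 of its 60 genes were higher in *3mlpa* in the raw counts. The log2 values listed for Glyma01g01420 are the same as those listed for Glyma01g05710, which was lower in *3mlpa*. As listed, 46 genes are higher and 14 are lower, so these 3 genes make up the whole difference from the 49 higher and 11 lower in the raw counts. The members of both defense terms in the deposited GO output also came to 60 genes, 49 higher and 11 lower in *3mlpa*, which is 1 gene less in all than the paper counts. The paper states that both ADR1-L1 genes were higher in *3mlpa*. At stage 3 Glyma17g36420 was not called (adjusted p = 0.0199), where the DESeq2 Wald test, the exact test, the original DESeq test on 6 libraries and with 10 groups, with and without the filter, the fit over all 30 libraries and the fit without *3mlpa* replicate 1 (adjusted p = 0.00125) called it.

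The paper states that Glyma04g43470 was down-regulated, and it was not called at stage 1 (adjusted p = 0.0499). The DESeq2 Wald test, the exact test, the original DESeq test with 10 groups, with and without the filter, the fit over all 30 libraries and the fit without 3MWT replicate 2 (adjusted p = 0.00366) called it. The paper states, without naming a stage, that Glyma09g07070 and Glyma15g18360 had no expression in 3MWT. At stage 2 both had 0 counts in 3MWT, so the statement holds there. At stage 1 they had 0, 10 and 0 and 1, 250 and 0 counts in 3MWT replicates 1 to 3 and were not called (adjusted p = 0.0199 and 0.14). Without 3MWT replicate 2 the counts left in 3MWT were thus 0 and 1. Glyma09g07070 was called at stage 1 by the exact test, the original DESeq test on 6 libraries and with 10 groups, with and without the filter, the fit over all 30 libraries and the fit without 3MWT replicate 2 (adjusted p = 3e-04). Glyma15g18360 was called at stage 1 by the original DESeq test on 6 libraries and the fit without 3MWT replicate 2 (adjusted p = 0.00019). Glyma15g18360 was not called at stage 2 (adjusted p = 0.0112), where the DESeq2 Wald test, the exact test, the test with no low-count filter, the replicate block and the fit without *3mlpa* replicate 2 (adjusted p = 0.000894) called it. The fold change of RS at stage 1 was 1.97 against about 3 in Fig. 7, read by eye, and the fold change of GS was 1.89 at stage 2 and 3.86 at stage 3 against about 2.8 and about 6.3 in Fig. 7, read by eye, all within the spread of the replicates. The mean of the ratios of same-numbered libraries, chosen after seeing the values, gave 3.00, 2.82 and 6.28, although the numbers do not pair the libraries. The paper states that Glyma19g41550 had the highest fold change of the galactinol synthase genes, while Glyma19g40680 had larger ratios from few counts, such as 21.0 at stage 1 with a 95 % counting interval from 3.94 to 970.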

Other observations

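The count of splits over all 5 stages together and the count of libraries farthest in position over all 5 stages were chosen after the results were seen, and the test of the libraries left out at 4 stages after the numbers of DEGs without each library were known.

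DEGs along the chromosomes were not spread at random. Of the 49 genes called in all 5 stages, 8.163 % were followed by another such gene, against 0.1288 % in 10000 random gene sets (permutation test, p = 1e-04, the smallest that they can give), and 6.122 % when tandem neighbors were left out (p = 2e-04). Genes called in 1 stage only had 15.64 % against 14.47 %. A candidate explanation is genotype blocks that differ between the 2 inbred lines and carry neighboring genes together. Such blocks would give a share above that of random gene sets, but how large a share was not predicted. By the cross, the lines carry DNA of different parents at MRP-L and MRP-N, since the parents differed there. Of the 200 tested genes nearest to MRP-L and of the 200 nearest to MRP-N, 0 were called in all 5 stages (15 and 9 at an unadjusted p under 0.05 in every stage, and 2 and 1 in the deposited calls). With so few genes, it cannot be told whether this DNA changed the expression of neighboring genes.

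Stages were defined by seed length. A candidate explanation for the lower photosynthesis genes at stage 5 is that *3mlpa* seeds were developmentally younger than 3MWT seeds of the same length. On the series of 3MWT stages, *3mlpa* libraries of stage 5 lay later by 0.346 (exact permutation test, p = 0.2) and those of stage 2 earlier, with a difference of -0.395 (p = 0.1, the smallest possible). Against 3MWT values at the matched position, the median log2 difference of the 45 genes at stage 5 was -0.8888, with all 45 below 0, against -0.9151 unmatched and a median SD between replicates of 0.168. The matched position was set without genes called between the lines, which placed *3mlpa* libraries of stage 5 later by 0.296. It extends the line through 3MWT stages 4 and 5 beyond the last stage sampled, so a later position of *3mlpa* seeds was not tested. The median log2 change of the 45 genes in 3MWT from stage 4 to stage 5 was -0.003, so matching could hardly move the difference. For the same reason, seeds between stages 4 and 5 in development would not show a decrease of this size. This argues against the explanation within that range. Other effects of the line stay open.

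Among the 10 splits of the 6 libraries of a stage into groups of 3, 1 of the 10 splits, the real one, gave as many DEGs at each of stages 1, 2, 3, 4 and 5. A share under 0.1 cannot be reached with 10 splits, so chance cannot be excluded for a single stage by this count. Over the 5 stages together, 1 of the 100000 combinations of these splits gave as many DEGs in all, 8050, which argues against chance for the sum over the stages.

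More DEGs were found when 1 library was left out, with 4427, 5391, 3449 and 3722 at stages 1, 3, 4 and 5, and with 6242 against 6019 at stage 2. The library left out may have been at another developmental position than its 2 partners. It was the farthest of its group at 3 of the 4 stages other than stage 2 (binomial test, one-sided exact p = 0.111), and at 4 of the 5 stages with stage 2 (p = 0.0453). The explanation stays open, since stage 2 was added later, its number rose by only 1.04 times, and the library at stage 5 was not the farthest.

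UBQ10 (Glyma07g32020), the reference gene of the paper's quantitative PCR, was 1.50-fold higher in *3mlpa* at stage 2 (adjusted p = 0.00152, and 0.0103 without 3MWT replicate 2). It was not called at the other stages, where the adjusted p was 0.528, 0.212, 0.355 and 0.889, but without *3mlpa* replicate 1 it was 0.0067 at stage 3, and the effect did not differ between stages 1 and 2 and stages 4 and 5 in the fit over all 30 libraries (difference 0.22, SE 0.169, adjusted p = 0.46). At stage 2 it was not called by the original DESeq test with 10 groups, the fit over all 30 libraries and the threshold of a 2-fold change.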
